# Exploring differential exon usage via short- and long-read RNA sequencing strategies

**DOI:** 10.1098/rsob.220206

**Published:** 2022-09-28

**Authors:** Dena Leshkowitz, Merav Kedmi, Yael Fried, David Pilzer, Hadas Keren-Shaul, Elena Ainbinder, Bareket Dassa

**Keywords:** alternative splicing, differential exon usage, long-reads, short-reads, embryonic stem cell, RNA-Seq

## Abstract

Alternative splicing produces various mRNAs, and thereby various protein products, from one gene, impacting a wide range of cellular activities. However, accurate reconstruction and quantification of full-length transcripts using short-reads is limited, due to their length. Long-reads sequencing technologies may provide a solution by sequencing full-length transcripts. We explored the use of both Illumina short-reads and two long Oxford Nanopore Technology (cDNA and Direct RNA) RNA-Seq reads for detecting global differential splicing during mouse embryonic stem cell differentiation, applying several bioinformatics strategies: gene-based, isoform-based and exon-based. We detected the strongest similarity among the sequencing platforms at the gene level compared to exon-based and isoform-based. Furthermore, the exon-based strategy discovered many differential exon usage (DEU) events, mostly in a platform-dependent manner and in non-differentially expressed genes. Thus, the platforms complemented each other in the ability to detect DEUs (i.e. long-reads exhibited an advantage in detecting DEUs at the UTRs, and short-reads detected more DEUs). Exons within 20 genes, detected in one or more platforms, were here validated by PCR, including key differentiation genes, such as Mdb3 and Aplp1. We provide an important analysis resource for discovering transcriptome changes during stem cell differentiation and insights for analysing such data.

## 1. Introduction

High-throughput short-read sequencing transcriptional profiling (RNA-Seq) was pioneered in 2008, enabling quantitative transcriptome-wide surveys of gene expression and alternative splicing [1–4]. RNA-Seq has greatly expanded our knowledge of the transcriptome, providing reliable quantification and detection of differential expression at the gene level [5,6]. However, transcript level or isoform-based analysis is error-prone, since short reads cannot unambiguously resolve the connectivity between distant exons, particularly when alternative splicing generates multiple, partially redundant isoforms [6–9]. Isoform-based analysis requires a complete and accurate isoform construction and quantification of full-length transcripts as the basis for a confident differential splicing (DS) analysis. With the emergence of third-generation sequencing, it is now possible to sequence full-length transcripts in ‘one go’ and directly identify isoform structures thereby overcoming the challenges posed by computational assembly of short reads [10–13]. Oxford Nanopore Technology (ONT) directly sequences a native single-stranded DNA molecule, by measuring characteristic current changes as the bases are threaded through the nanopore by a molecular motor protein [14]. Using ONT technology, both cDNA and Direct RNA long reads can be sequenced [10–12,15–19]. In the Direct RNA approach, individual poly-adenylated RNA transcripts are directly sequenced, without recoding and amplification biases inherent in other sequencing methodologies. Yet, the relatively high long reads error rates, of above 10% for both direct RNA and cDNA sequences, complicate the detection of the transcript's exact exon structure [10,11,20,21]. Several computational and sequencing methods have been developed to overcome this challenge [22–24], yet all these methods are applicable only to cDNA.

Many studies have compared the transcriptome landscape between these long- and short-read sequencing technologies [10,11,13,15,16,25–27]. A study by Mehmood *et al.* using short reads has shown that exon-based methods generally performed better than the isoform-based methods [9]. Furthermore, studies have used long reads using the exon-based approach [27–30]. To characterize the strengths and remaining challenges in using long-read approaches, a community effort called the Long-read RNA-Seq Genome Annotation Assessment Project Consortium has been launched [31].

Here, we characterized the strengths and potential of both short- and ONT long-read sequencing platforms to explore transcriptomic changes during *in vitro* differentiation of mouse ESCs induced by retinoic acid (RA) [32,33]. Differentiation of embryonic stem cells (ESCs) is among the most dynamic processes in biology. Mouse ESCs, derived from the inner cell mass of mouse blastocysts, are pluripotent cells that have the capacity to differentiate into cell types of all three primary germ layers [34]. Regulation of ESC development, pluripotency and reprogramming is mediated by transcription factors [35], and involves transcriptome changes and isoform switching via alternative splicing [36–41]. Recently, long reads were used to study alternative splicing events during early embryogenesis [10,42].

In this study, RNA was collected before and after RA-induced ESCs differentiation, and sequenced via Illumina to generate short reads (RNA-Seq). In parallel, long-read sequencing was performed using ONT technology, generating both cDNA and Direct RNA long reads. Our bioinformatics analysis aimed to explore changes using three strategies: the gene, isoform-based and exon-based levels. We demonstrated that detection of differential exon usage (DEU) events, developed for short reads, was also applicable with long reads, and that the three sequencing platforms predictions complement one another and are reliable as validated by PCR. In addition, we provide an important sequence and analysis resource for discovering transcriptome changes occurring during stem cell differentiation.

## 2. Results

### 2.1. Study design and data processing

This study focused on detecting transcriptome changes during ESC differentiation. Towards this aim, total mouse RNA was extracted from embryoid body duplicate samples before (Undiff) and after (Day4) differentiation with RA (figure 1*a*; see also Material and methods). RA plays multiple roles in the nervous system, including induction of neural differentiation, axon outgrowth and neural patterning [32]. The RNA was used for short-read sequencing with the TruSeq library and Illumina platform, and for ONT long-read sequencing technology with both cDNA and Direct RNA kits (named herein as platforms: Illumina TruSeq, ONT cDNA and ONT Direct RNA, respectively). The yield of short reads was around 50 M (paired-end fragment sequenced) per sample. 

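The Illumina TruSeq data comprised 4 libraries, with 2 biological replicates of Undiff and 2 of Day4, all from R1, an established line of mouse ESCs. In the methods, Undiff is R1 cells maintained with leukaemia inhibitory factor, a cytokine that holds ESCs undifferentiated, whereas the results section of the paper and the sample labels describe Undiff as embryoid bodies. Embryoid bodies are aggregates in which ESCs differentiate once that factor is withdrawn. Day4 is embryoid bodies after 4 days with retinoic acid (RA), a vitamin A metabolite, at 2 µM in the paper and at 2 mM in the labels. The paper names the TruSeq RNA kit, which selects poly(A) RNA, and the labels name in addition a kit that depletes ribosomal RNA. The authors trimmed the paired-end reads with cutadapt, aligned them to the mouse genome build mm10 with STAR, and counted with htseq-count the fragments that mapped uniquely to each annotated gene. The deposited values are these whole-number counts per gene symbol, without normalization. The fragments counted on genes were 36674893 and 32099074 in Undiff replicates 1 and 2, and 34956489 and 47730944 in Day4 replicates 1 and 2. A floor of 3 counts therefore corresponded to between 0.0629 and 0.0935 CPM, which are counts scaled to the total of the library, and it covers counting error only. The 10 genes with the most counts took between 4.49% and 4.77% of the counts of a library. Counts were scaled by edgeR's TMM method, with factors of 0.980 and 0.975 in Undiff and of 1.03 and 1.02 in Day4, and are given as normalized counts. Day4 was compared with Undiff by edgeR's quasi-likelihood test, without a replicate term, for the 19891 genes with a count in any library. A DEG was defined by the thresholds of the paper, which are an adjusted p-value of at most 0.05, an absolute log2 fold change of at least 1 and a mean normalized count of at least 5. With 2 libraries per state, the smallest p-value of a two-sided exact permutation test is 0.333, so that the adjusted p-values rest on the variance that edgeR estimates jointly over genes. The common dispersion was 0.00134, a biological coefficient of variation of 3.66%. For genes that overlap another gene, the counts are uncertain where the counting did not use the strand.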

The ONT MinION flow cell yield was around 3.5 M for cDNA, and around 1 M for the Direct RNA (table 1). ONT and Illumina dataset sequence processing required different bioinformatics tools, as demonstrated in figure 1*b* and described in the Material and methods section. Analyses starting at the stage of the mapped reads from all three platforms (Illumina TruSeq, ONT cDNA and ONT Direct RNA) were conducted using the same procedures, to compare sequence quality features, and detected expression at the gene, transcript and exon levels, as well as the ability to detect differentially expressed genes (DEGs) and DEUs.

**Table 1.** Statistics on sequencing processing steps.

technology	differentiation state	replicate	total number of reads/fragments in millions	N50 of read length (no. bases)	% alignment error rate	% primary/uniquely aligned reads/fragments^a^	read bases aligned in millions	total no. of reads/fragments mapped uniquely to genes	total no. of genes expressed^b^	total no. of TALON transcripts expressed^c^	total no. of StringTie transcripts expressed^d^	total no. of exons expressede
ONT Direct	Undiff	replicate1	0.63	1568	14.30	98.91	675.55	348 457	10 399	16 937	13 462	152 231
ONT Direct	Undiff	replicate2	1.64	1496	14.60	96.58	1705.26	907 489	11 822	19 399	15 956	186 248
ONT Direct	Day4	replicate1	0.46	1783	14.30	100.00	582.69	283 461	10 631	16 830	13 728	158 808
ONT Direct	Day4	replicate2	1.31	1612	14.10	96.97	1447.48	737 569	12 322	19 775	16 908	194 115
ONT cDNA	Undiff	replicate1	1.96	944	12.50	92.74	1365.52	948 657	10 793	19 425	12 954	146 250
ONT cDNA	Undiff	replicate2	5.53	961	11.40	97.19	3085.33	2 088 592	12 240	21 347	15 821	105 947
ONT cDNA	Day4	replicate1	2.82	1096	12.40	85.01	2090.33	1 318 178	11 884	17 995	13 840	163 912
ONT cDNA	Day4	replicate2	3.41	1238	10.00	99.97	3278.57	2 077 327	13 180	20 443	16 576	130 377
Illumina TruSeq (PE 101)	Undiff	replicate1	49.06	202 *fragment	0.28	86.86	8513.55	36 674 893	17 359	34 493	24 557	262 506
Illumina TruSeq (PE 101)	Undiff	replicate2	44.18	202 *fragment	0.28	85.57	7090.89	32 099 074	17 219	34 199	24 212	256 229
Illumina TruSeq (PE 101)	Day4	replicate1	43.53	202 *fragment	0.28	88.64	7717.00	34 956 489	16 828	32 951	23 374	259 039
Illumina TruSeq (PE 101)	Day4	replicate2	59.65	202 *fragment	0.28	88.53	8522.77	47 730 944	17 170	31 968	23 381	266 617

^a^Primary aligned reads for ONT platform, and uniquely aligned reads for Illumina.

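In the Undiff libraries, 17359 and 17219 of the genes in the count files had more than 1 read in replicates 1 and 2, a mean of 17289 ± 99.0 (SD, n = 2). In the Day4 libraries, 16828 and 17170 genes did, a mean of 16999 ± 241.8 (SD, n = 2). The ranges of the 2 states did not overlap (exact permutation test, two-sided p = 0.333, the smallest that 2 libraries against 2 allow). At a minimum of 10 reads, the numbers were 15104 and 14868 genes in Undiff, and 14675 and 15051 genes in Day4, and the ranges overlapped. The libraries differ in depth. With all of them thinned at random to the smallest total, 17219 and 17219 genes in Undiff and 16711 and 16700 genes in Day4 had more than 1 read, and the difference between the states was many times the spread between the replicates.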

^b^Total no. of genes expressing more than one read, quantified by HTSeq (out of 24 421 genes in GENCODE).

^c^Total no. of TALON assembled transcripts quantified by StringTie2 with FPKM greater than 1 (out of 97 903 transcripts).

^d^Total no. of StringTie2 assembled transcripts with FPKM greater than 1 (out of 147 769 transcripts).

^e^Total no. of exons expressed by more than 1 read (out of 437 918 exons).

**Figure 1.**
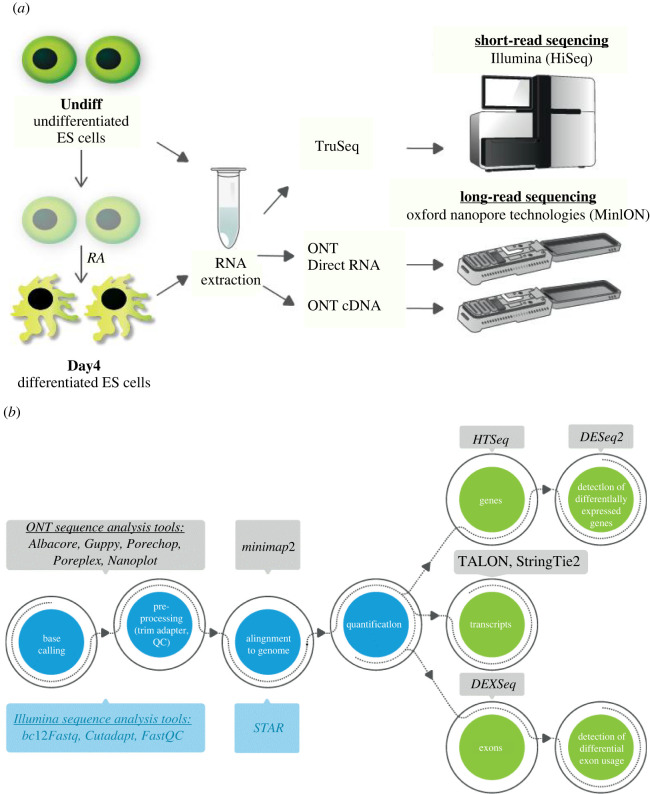
(*a*) A schematic workflow of the experimental design. Mouse embryonic stem cells were grown for 4 days in mES growth medium (Undiff), and then for an additional 8 days, of them 4 days with retinoic acid (RA) (Day4). RNA was extracted and sequencing libraries were prepared for short-read sequencing with Illumina (TruSeq library), and long-read sequencing with Oxford Nanopore Technologies, either cDNA or Direct RNA library platforms. (*b*) The bioinformatics analysis pipeline. Raw sequences were pre-processed and aligned to the mouse genome using tools for either short or long reads. Expression was quantified at gene, transcript and exon levels, to identify differentially expressed genes (DEGs) and differential exon usages (DEUs) in Undiff versus Day4 samples, using the same tools for all platforms.

### 2.2. Inter-platform comparison of aligned read characteristics

Using the aligned reads, we compared the general sequence quality features between the platforms. The median read length in the ONT Direct RNA platform (1615 bases) was longer than the ONT cDNA (1060) (table 1). ONT Direct RNA reads were also found to be longer in the study of Workman *et al*. [20], perhaps due to shorter transcripts bias in cDNA PCR amplification process. The average ONT error rate for the aligned reads was high, i.e. 14.3% and 11.6% in the ONT Direct RNA platform and in the ONT cDNA, respectively, in comparison to that of Illumina (0.3%), similar to the extent observed in previous reports [10,11,20,21,43]. A difference in the GC content distribution was observed (figure 2*a*; electronic supplementary material, figure S1). Illumina TruSeq reads exhibited a broader distribution (s.d. of 8.8) than the ONT reads, and broader than all GENCODE annotated transcripts (s.d. 6.2–6.4). In addition, all platforms showed a right-shift toward higher GC% values (48–50%), compared to that computed for all known transcripts (45%). To monitor whether ONT captures more novel transcripts, we examined the saturation of known and novel junctions (figure 2*b*). While all platforms reached saturation of known junctions, examination of the novel junctions showed that unlike Illumina and ONT Direct RNA, the ONT cDNA platform was farthest away from saturation. Novel junction reads can reflect the ability to capture novel transcripts, or alternatively, it can be indicative of junction mapping inaccuracies due to sequencing errors. To gain further insight, we partitioned between junctions that were detected by a single read and those detected by at least two reads, with the assumption that junctions determined by several reads are more reliable. ONT cDNA had more unannotated junctions (67%) compared to the other platforms (figure 2*c*), yet most of these complete novel (both splice sites 5′ and 3′ are novel) and partial novel (one of the splice sites 5′ or 3′ is novel) junctions were detected with a single read (52%) and are therefore less trustworthy. Analysis of read distribution over exonic features (figure 2*d*) showed that the proportion of coding DNA sequence (CDS) exons was the highest in Illumina TruSeq (0.63), and that the 5′ and 3׳ UTR exons were less represented in Illumina TruSeq in comparison to the ONT reads (0.35 versus at least 0.55 in ONT). The representation of introns and intergenic regions adjacent to annotated genes comprised a small fraction (less than 0.03) of the reads, yet the ONT platform had a higher representation (electronic supplementary material, figure S1D). In accordance with this observation, read coverage on the gene body (figure 2*e*) showed that Illumina TruSeq's coverage was significantly reduced at the 5′ and 3′ ends of the genes (*p*-values of 0.001 and 0.00025 for the 10% and 90% gene body percentiles, respectively; see Material and methods). The reduced coverage of Illumina TruSeq at the 3′ of the gene body in comparison to ONT sequencing was also demonstrated previously [24,27]. This bias can be a result of the sequencing protocol, in which transcripts are sequenced from the 3′ to the 5′ end in the ONT Direct RNA, and can be truncated due to fragmentation during the library preparation, or pore blocking during sequencing. Such 3′ bias has been shown also for ONT cDNA for the same reasons. Despite the differences in the total number of reads obtained from the different platforms (table 1), gene RPKM saturation analysis revealed a similar relative error rate per quantile of gene expression levels, upon subsampling in all three platforms (electronic supplementary material, figure S1E; from the second to the fourth quantile). The above-described quality features observed for Day4 samples were similar when analysing the Undiff datasets (electronic supplementary material, figure S1). To summarize, we have detected many differences between the platforms compared.

**Figure 2.**
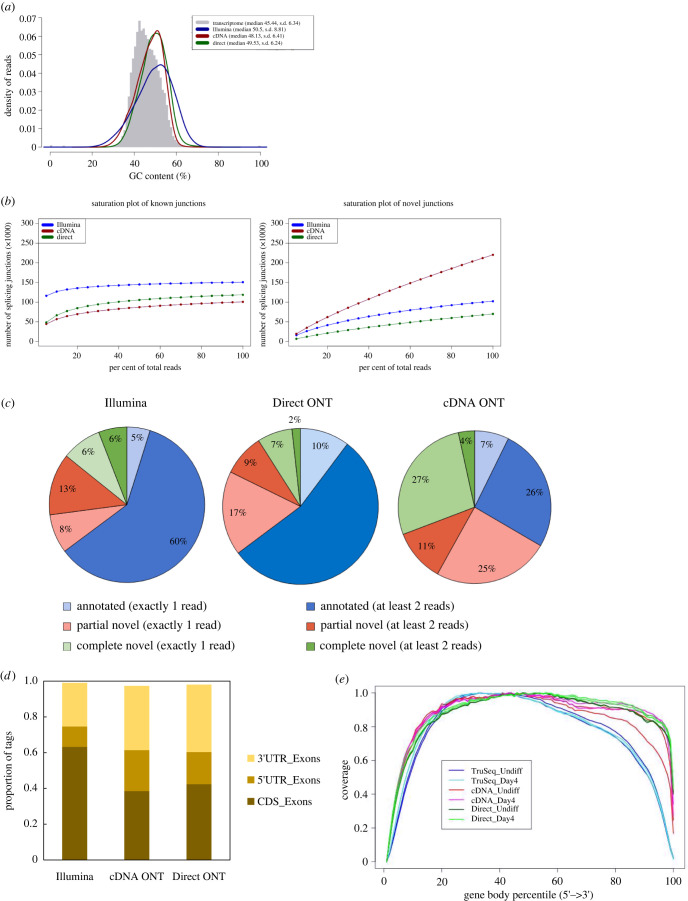
Comparison of aligned read quality features between Illumina TruSeq, ONT cDNA and ONT Direct RNA platforms. Panels (*a–d*) relate to averaged values of Day4 replicates. (*a*) GC content distribution of reads across the platforms. In grey is the theoretical distribution calculated for all transcripts (Transcriptome). Median and standard deviation (s.d.) are noted in the legend. (*b*) Saturation of known and novel splice junctions. The plot reveals saturation by resampling 5%, 10%, 15% etc. of the total alignments. (*c*) The proportions of reads, detected in one of the six categories of junction annotations, supported by a single read, or by at least two reads, and defined as Annotated (known) (both 5′ and 3′ splice sites are annotated by reference gene models), Partial novel (one of the splice sites 5′ or 3′ is novel) or Complete novel (both splice sites 5′ and 3′ are novel). (*d*) Proportion of tags over exonic features. Tags were defined and normalized to ‘Tags/Kb’ by RSeQC (a read spliced once is counted as two tags). (*e*) Profile plot of gene body coverage depicting the proportion of coverage throughout gene bodies (scaled for all transcripts), across all platforms and differentiation days.

### 2.3. Comparison of gene expression levels

We next performed a gene-level analysis and observed on average, 0.6 M, 1.6 M and 36.9 M reads mapped to genes of the ONT Direct RNA, ONT cDNA and TruSeq Illumina datasets, respectively (table 1), in accordance to the raw sequencing yields. 

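In the TruSeq libraries, the fragments mapped to genes averaged 34.4 M ± 3.24 (SD, n = 2) in Undiff and 41.3 M ± 9.03 (SD, n = 2) in Day4, and 37.9 M over the 4 libraries. The difference between the states was smaller than the SD of Day4. A further 12.1% and 13.2% of the uniquely aligned fragments in Undiff replicates 1 and 2 were assigned to no gene, compared with 7.50% and 7.74% in Day4. By default htseq-count assigns fragments by exons, so that these include fragments in introns. The fragments assigned to more than 1 gene made up between 1.84% and 1.91% in each library. Percentages are of the fragments on genes, on no gene and assigned to more than 1 gene.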

The biological replicate samples from the same platform were grouped together and exhibited high similarity (figure 3*a,b*), with a Spearman correlation coefficient in the range of 0.92–0.99. Furthermore, datasets collected at the same differentiation state from different platforms also exhibited a high correlation coefficient value, which ranged between 0.82 and 0.91 (figure 3*a*). By contrast, between different differentiation state samples (Undiff and Day4), and different platforms, a minimum correlation coefficient of 0.75 was reached. Similarly, principal component analysis (PCA) found the differentiation state to be the main source of variation, with PC1 explaining 69% of the variation, whereas PC2, which depicts the difference between the sequencing technologies, explaining 18% of the variation (figure 3*b*).

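Within the TruSeq platform, the Spearman correlation coefficient of the raw counts over all genes in the count files was 0.9895 between the Undiff replicates and 0.9887 between the Day4 replicates. It is a correlation across genes, which are not independent replicates. The counts of the replicates nevertheless differed by more than counting noise. Over the genes with at least 20 counts in the replicates of a state together, chi-square per degree of freedom was 5.71 for Undiff (14964 genes) and 3.07 for Day4 (14849 genes). This value does not separate differences between cultures from those between library preparations. The choice of genes moved the coefficient, which rose to 0.9978 in Undiff and 0.9985 in Day4 over the 16472 genes with a mean normalized count of at least 5.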

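Within the TruSeq platform, the 4 pairs of 1 Undiff and 1 Day4 library had Spearman correlation coefficients between 0.909 and 0.912, with a mean of 0.911 ± 0.00128 (SD over the pairs, which share libraries). The gap to the coefficients between replicates was larger than this spread. Without the genes that had no count in any library, the mean between the states was 0.871, and over the genes with a mean normalized count of at least 5 it was 0.816. Coefficients that involve the ONT platforms were not analysed here.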

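A PCA of the 4 TruSeq libraries alone, on the rlog values of the 19891 genes with a count, placed both Undiff libraries on one side of PC1 (-92.7 and -94.2) and both Day4 libraries on the other (93.5 and 93.4). PC1 explained 98.5% of the variation among these libraries and PC2 explained 0.833%. PC2 separated the Undiff replicates (12.2 and -12.1), while the Day4 replicates lay close together on it (-0.655 and 0.561). This does not show that the Day4 replicates were more alike, since their difference can lie on a further component. The PC1 share is not the measure of figure 3b, which includes the ONT samples.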

**Figure 3.**
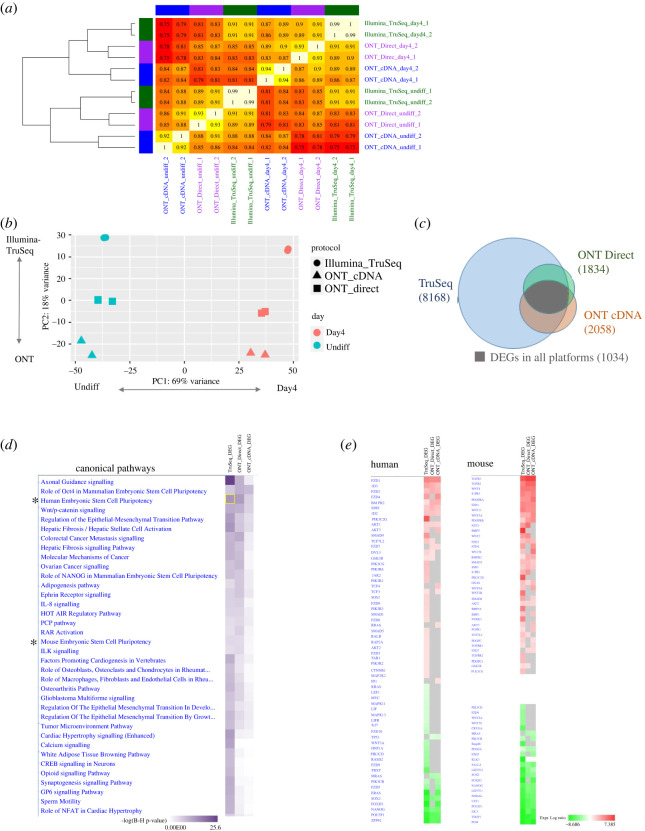
Gene-level expression analysis across the sequencing platforms. (*a*) Heatmap of Spearman correlation coefficients of raw gene counts for the Day4 and Undiff samples (in duplicates), sequenced with either Illumina TruSeq, ONT cDNA or Direct RNA. (*b*) Principal component analysis (PCA) of log-normalized values (rld) from all samples. Colours denote differentiation day and shapes denote sequencing platform. (*c*) Proportional Venn diagram of DEGs overlap, the presented numbers are the total amount of DEGs for each platform and the amount of DEGs shared by all platforms. (*d*) Ingenuity pathway analysis showing the top enriched canonical pathways, computed using DEGs from the three sequencing platforms. (*) indicates pathways elaborated in (*e*). (*e*) Ingenuity pathway analysis showing the log-fold-change expression of the top upregulated and downregulated DEGs for the human or mouse embryonic stem cell pluripotency pathways.

### 2.4. Detection of differentially expressed genes across differentiation states

Statistically significant DEGs between Day4 and Undiff were separately detected for each dataset (see Material and methods). 

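In the TruSeq counts, 8521 of the 19891 genes tested were DEGs between Day4 and Undiff, of which 4420 were higher in Day4 and 4101 were lower. These are 51.7% of the 16472 genes with a mean normalized count of at least 5. An absolute log2 fold change of at least 2 was reached by 4795 of the DEGs. A further 5788 genes had an adjusted p-value of at most 0.05 with an absolute log2 fold change under 1, so that the minimum fold change was the choice that moved the number most. Without it, and with the minimum count, 14309 genes passed. With DESeq2 and the settings of the paper the number was 8114, of which 8032 were among the 8521.
Among DEGs with a mean of at least 10 CPM, the 5 highest log2 fold changes of the fit were those of Sst, Tgm7, Tcf21, Asic4 and Hba-x. Each had at most 1 count in either Undiff library, below the floor, so that only a lower bound can be given and the size of these rises cannot be ranked against those of other genes. Sst (chromosome 16, 23889573 to 23890958 of GRCm38, minus strand), which encodes somatostatin, had 785 ± 138 normalized counts (SD, n = 2) in Day4, at least 234-fold higher than in Undiff (adjusted p = 8.7e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Asic4 (chromosome 1, 75450436 to 75474343, plus strand) had 3716 ± 382 normalized counts (SD, n = 2) in Day4, at least 1107-fold higher (adjusted p = 2.3e-15 from edgeR). Tgm7, Tcf21 and Hba-x were at least 227-fold, 630-fold and 490-fold higher in Day4. The 5 lowest log2 fold changes of the fit were those of Otx2, Dnmt3l, Tdgf1, Fgf4 and Aire, with Otx2 and Aire at the floor in Day4. Tdgf1 (chromosome 9, 110939603 to 110946158, minus strand) fell from 44447 ± 2297 to 18.3 ± 2.30 normalized counts (SD, n = 2 each), a log2 fold change of -11.21 (standard error 0.09, adjusted p = 4.6e-17 from edgeR). Fgf4, with 4 and 8 counts in the Day4 libraries, had a log2 fold change of -10.58. With each library left out in turn, that of Fgf4 lay between -10.95 and -10.38. The standard errors come from the F statistic and are too small for large fold changes where a state has few counts. Otx2 had at most 1 count in either Day4 library and was at least 1812-fold lower in Day4. Its position overlaps that of the antisense gene Otx2os1. Dnmt3l (log2 fold change -11.77) and Aire (at least 399-fold lower) overlap each other on opposite strands of chromosome 10 (78041947 to 78063622 and 78030022 to 78043610), so that their separate values are uncertain. From the numbers of DEGs, the paper reasons that the cells underwent many changes between the states.

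**Figure D1:**
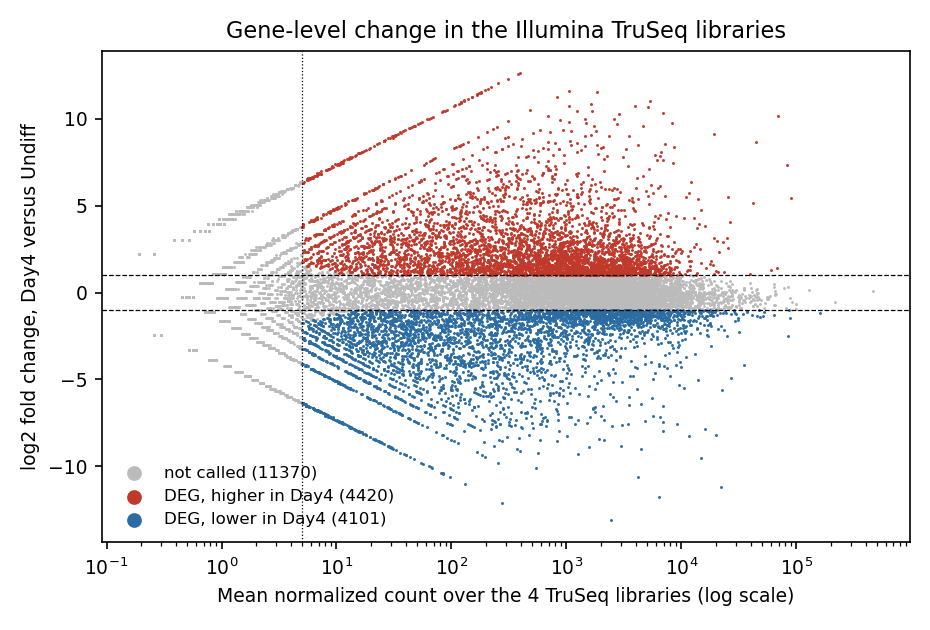
Log2 fold change of Day4 versus Undiff against the mean normalized count over the 4 TruSeq libraries (log scale), 1 point per gene tested. Dashed lines mark an absolute log2 fold change of 1 and the dotted line a mean count of 5. The 4420 DEGs higher in Day4 lie above the upper dashed line and the 4101 lower ones below the lower one, all to the right of the dotted line, and the separate bands of points at the left are genes with few counts.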

In total, 1834, 2058 and 8168 DEGs were detected using ONT Direct RNA, ONT cDNA and Illumina TruSeq, respectively, indicating that the cells underwent numerous significant changes in the transition between the Undiff and Day4 states (figure 3*c*). 

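To separate the number of reads from other differences between the platforms, the TruSeq counts were thinned at random to the numbers of reads on genes that table 1 gives for the ONT libraries of the same state and replicate number, in 10 draws each. At the ONT cDNA totals, between 0.949 M and 2.09 M reads per library, the median number of DEGs was 5287.5 (range 5246 to 5326), or 62.1% of the number at all reads. At the ONT Direct RNA totals, between 0.283 M and 0.907 M reads, it was 4081 (range 4015 to 4134), or 47.9%. The ranges over the draws cover the random thinning only, since every draw comes from the same 4 libraries. The number of genes with a mean normalized count of at least 5 fell to a median of 12029.5 at the ONT cDNA totals and 10058 at the ONT Direct RNA totals. Of the DEGs in a draw, a median of 92.2% and 87.1%, respectively, were called in the same direction at all reads. With DESeq2 in place of edgeR, the medians were 4471 and 2906.5 DEGs.

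**Figure D2:**
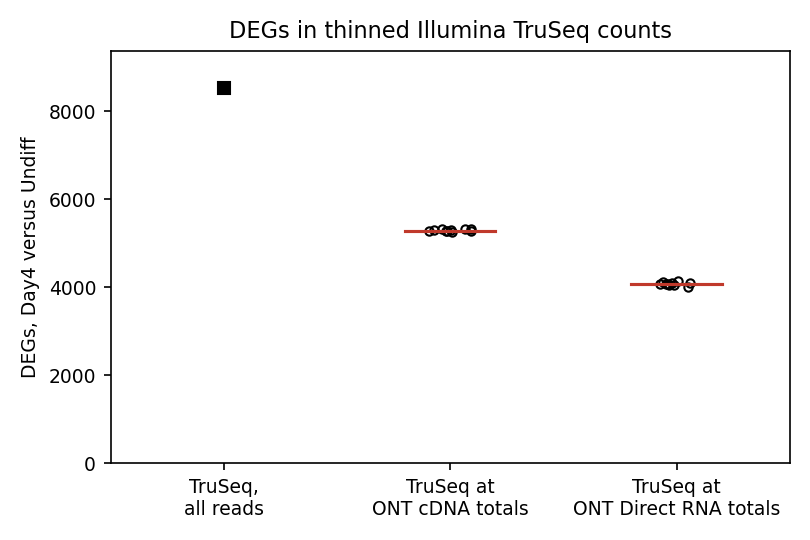
Number of DEGs between Day4 and Undiff in the TruSeq counts at all reads (square) and in 10 random draws each at the ONT cDNA and ONT Direct RNA totals (circles, with the median as a line). The draws at each total lie close to their median, and all lie below the number at all reads.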

As expected, the number of DEGs detected in the ONT datasets was lower than Illumina TruSeq, due to fewer reads and fewer aligned bases (table 1) and consequently, lower detected gene expression levels (see difference in *x*-axis scale in electronic supplementary material, figure S2). We detected 1112 DEGs overlapping in both ONT cDNA and ONT Direct RNA datasets, and most of them (1034) were also detected in Illumina TruSeq. Only two DEGs showed opposite directions among the three platforms (electronic supplementary material, table S2, Clmp and Plvap).

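In the TruSeq data, both genes were higher in Day4. Clmp (chromosome 9, 40685962 to 40785319 of GRCm38, plus strand) rose from 333 ± 2.91 to 1611 ± 42.1 normalized counts (SD, n = 2 each), a log2 fold change of 2.27 (standard error 0.07, adjusted p = 3.1e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Plvap (chromosome 8, 71497765 to 71511752, minus strand) rose from 296 ± 32.8 to 816 ± 70.5 normalized counts (SD, n = 2 each), a log2 fold change of 1.46 (standard error 0.10, adjusted p = 8.8e-09 from the same edgeR test). Plvap overlaps Gtpbp3 in the annotation, so that its count is uncertain where the counting did not use the strand. With each library left out in turn, the log2 fold change stayed between 2.24 and 2.28 for Clmp and between 1.35 and 1.57 for Plvap.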

The three DEG sets, comparing Day4 versus Undiff, also shared similar enriched canonical pathways (Ingenuity pathway analysis; figure 3*d*), among them, the following expected canonical pathways: ‘Role of Oct4 in Mammalian Embryonic Stem Cell Pluripotency’ and ‘Embryonic Stem Cell Pluripotency’ in both human and mouse. 

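In the TruSeq libraries, Fzd1 (chromosome 5, 4753839 to 4758035 of GRCm38, minus strand), which encodes a Wnt receptor, had 49.9 ± 16.4 normalized counts in Undiff and 3165 ± 21.5 in Day4 (SD, n = 2 each), a log2 fold change of 5.96 (standard error 0.11, adjusted p = 2.0e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmpr2 (chromosome 1, 59763400 to 59879014, plus strand), a receptor of bone morphogenetic proteins, rose from 2103 ± 50.0 to 6691 ± 80.3 normalized counts, a log2 fold change of 1.67 (standard error 0.05, adjusted p = 1.1e-12 from edgeR). Nanog (chromosome 6, 122707489 to 122714633, plus strand) went from 8735 ± 449.7 to 103 ± 17.2 normalized counts, a log2 fold change of -6.43 (standard error 0.08, adjusted p = 1.5e-15 from edgeR). Pou5f1, which encodes Oct4 (chromosome 17, 35506018 to 35510772, plus strand), went from 31671 ± 442.5 to 136 ± 8.16 normalized counts, a log2 fold change of -7.87 (standard error 0.06, adjusted p = 4.6e-17 from edgeR). For each of these genes the difference between the states was many times the SD of the replicates. With each library left out in turn, the log2 fold change stayed between 5.68 and 6.36 for Fzd1 and between -7.92 and -7.83 for Pou5f1. Of the pathway genes that could be read in the human panel of figure 3e, all 27 coloured as upregulated in TruSeq were DEGs higher in Day4 and 21 of the 22 coloured as downregulated were DEGs lower in Day4. The exception was Tert, with a log2 fold change of -0.89 (standard error 0.08, adjusted p = 1.3e-07 from edgeR), under the minimum fold change. The 6 genes without a colour in TruSeq were not DEGs. With library totals in place of TMM, 1 of them passed the thresholds. This was Id1, named after its values were seen, whose log2 fold change was 1.03 with library totals and 0.96 with TMM. The counts of DEGs were the same with the adjustment over each list alone.

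**Figure D3:**
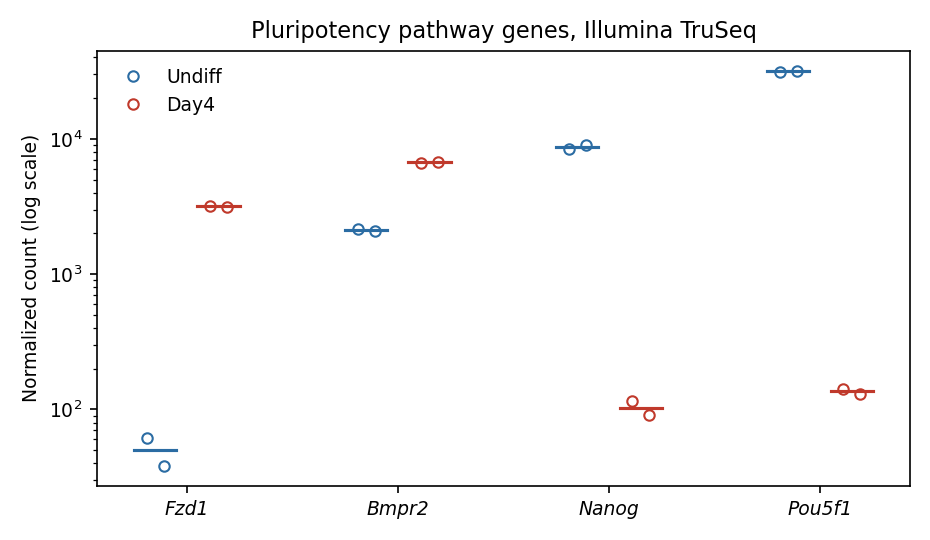
Normalized counts (log scale) of Fzd1, Bmpr2, Nanog and Pou5f1 in each Undiff and Day4 TruSeq library (circles) with the mean of each state (lines). The Day4 libraries lie above the Undiff libraries for Fzd1 and Bmpr2 and below them for Nanog and Pou5f1.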

For example, within the latter pathway, the genes FZD1, BMPR2 were upregulated and NANOG, POU5F1 were downregulated (figure 3*e*).

### 2.5. Isoform-based reconstruction and quantification of transcripts

To address our goal to detect global changes in DS during ESC differentiation, and to leverage our long read datasets, we assembled and quantified transcripts using two reference-guided methods, namely StringTie2 and TALON. Initially, TALON was used to assemble transcript models from the aligned long reads, namely Day4 and Undiff, from both ONT cDNA and Direct RNA (analysis was performed with pooled replicates). TALON identified and quantified 97 903 distinct transcript models, of them 28 575 were novel or partially novel (electronic supplementary material, figure S3A; we filtered transcripts that had less than five reads in any of the pooled samples; see Material and methods). The proportions of known transcripts detected by ONT Direct (62%) was higher than ONT cDNA (44%). Correlation between transcript abundancies (Spearman correlation coefficient) of 0.55 was observed among the ONT cDNA pooled datasets (Day4 and Undiff) and 0.82 among the ONT Direct RNA pools (electronic supplementary material, figure S3B). There was an unexpectedly negligible similarity between the platforms (ONT cDNA and Direct RNA). We also used StringTie2 [23] to quantify TALON transcripts with the 12 genome-aligned datasets (RNA-Seq mappings), and evaluated the similarity between biological replicated pairs including Illumina TruSeq datasets. Spearman correlation coefficients among the ONT replicates were in the range 0.68–0.69 and 0.84 for the Illumina replicates (electronic supplementary material, figure S3C). Between the ONT and Illumina platforms Spearman correlations were in the range of 0.1 to 0.17, for the same differentiation day, and from 0.32 to 0.41 between ONT cDNA and Direct RNA.

As a second assembly approach, StringTie2 was used on ONT and Illumina genome-aligned reads. A total of 147 769 transcripts (of them 16 852 novel) and 53 592 genes were assembled and quantified (see Material and methods; table 1). As in the TALON transcript analysis, the correlation of transcript expression among the biological replicates within the same platform was the highest for Illumina TruSeq samples (0.86), compared with ONT Direct RNA and ONT cDNA (0.63–0.66, respectively) (electronic supplementary material, figure S4A). Furthermore, the correlation coefficient between platforms was in the same range, and as low as 0.3, within the same differentiation day, implying dramatic differences in quantification across the platforms. A recent study has demonstrated that standard RNA-seq is able to robustly recapitulate only about 50% of isoforms detected by long-read Iso-Seq sequencing [44]. The lack of quantified transcript similarities between the platforms in our study and, more alarmingly, the moderate similarity between the biological replicates tested in each platform, implies that the quantified levels may not reflect the real signal, and we therefore are not describing here an isoform-based analysis, aimed to detect DS.

### 2.6. Detecting differential exon usages

Towards our goal to detect DS, we applied an exon count-based strategy, in which exon expression levels were quantified for all the datasets and compared between the differentiation states (see Material and methods). The average total number of exons detected was 155 K for ONT and 261 K for Illumina (table 1). This was in agreement with the high number of Illumina aligned bases (on average around 4.5-fold higher). The highest similarity of exon expression values was observed between the same platform biological replicates (Spearman correlation coefficient of at least 0.82; figure 4*a*). The Spearman correlation coefficient was at least 0.76 among the samples derived from the same sequencing platform, even if they originated from different differentiation states. Yet, the correlation coefficient between platforms was lower (range 0.55–0.82), and, interestingly, ONT Direct RNA was more similar to the Illumina TruSeq dataset.

**Figure 4.**
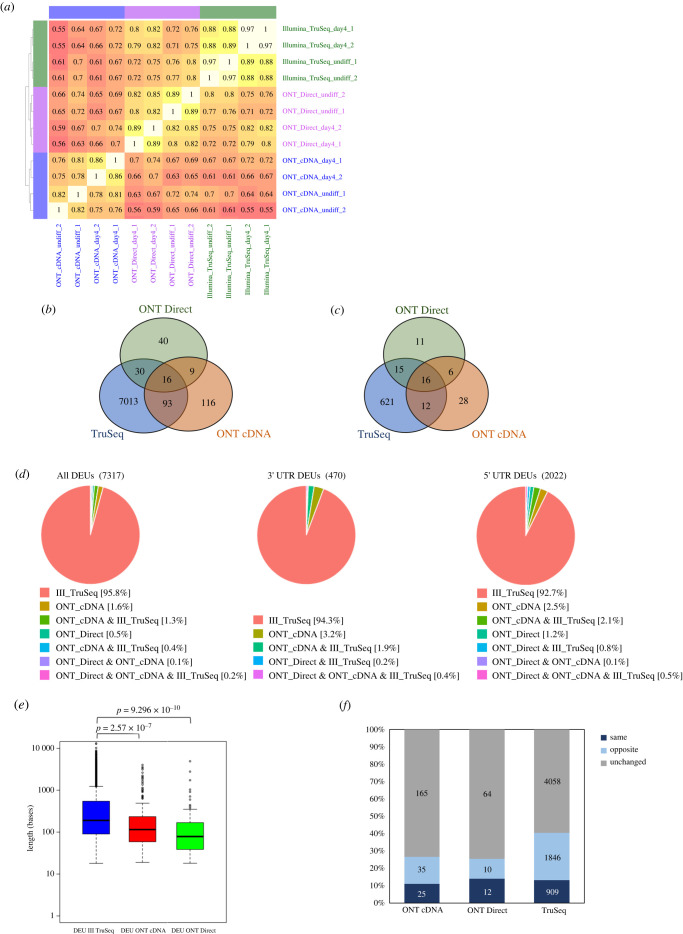
Exon-level expression analysis across the sequencing platforms. (*a*) Heatmap of Spearman correlation coefficients of raw exon counts for the Day4 and Undiff samples, sequenced with either Illumina TruSeq, or with ONT cDNA or Direct RNA. (*b*) Venn diagram depicting the overlap of DEUs detected in the different sequencing platforms. (*c*) Venn diagram depicting the overlap of DEUs, accounting only for exons which passed the expression filtering cutoffs in all platforms (see Material and methods). (*d*) Proportions of DEUs detected by the various platforms (left, a pie presentation of the Venn diagram presented in (*b*)), and specifically for DEUs in genes 3′ and 5' UTRs (right). (*e*) Box plot distribution of DEU lengths (in bases) per platform. Kolmogorov–Smirnov test *p*-values are shown. (*f*) Proportions calculated by a comparison of DEUs to DEGs, categorized by the gene: same significant trend (‘same’, both upregulated or downregulated); opposite significant trend (opposite); or the gene did not change significantly (unchanged). Proportions are shown for each sequencing platform separately, depicting the number of DEUs.

The moderate similarity in exon expression between the platforms indicates a high variance of exon detected expression between the platforms. Comparison of DEUs (i.e. changes in the relative usage of exons between the datasets) was performed using DEXSeq [45]. This is a statistical generalized linear model with the following concept: for each exon (or part of an exon) and each sample, the tool counts the number of reads that map to this exon as well as how many reads map to any of the other exons of the same gene. The ratio of these two counts, and how it changes across conditions (in this case sequencing platforms or differentiation states), infers changes in the relative exon usage (see Material and methods). Recent studies applied DEXSeq to detect DEUs with long reads [27,30]. To identify DEUs that result from a technical issue, i.e. a consequence of the sequencing platform, we ran DEXSeq on datasets collected from the same differentiation state, yet sequenced by different platforms. Running this analysis is problematic due to the significant difference in read counts between the different platforms, therefore yielding thousands of DEUs. For example, comparing the ONT Direct RNA Day4 samples to Day4 samples acquired using the other platforms, resulted in 30 423 significant DEUs. Some of these exons were visually inspected using a genome browser. One convincing example was the protein tyrosine phosphatase 4A1 gene (electronic supplementary material, figure S5), to which the platforms diverged in the coverage at both ends of the gene as well as in internal exons.

Due to the moderate similarity in exon expression between the platforms, differentiation state DEUs were sought for each platform separately. The number of exons used (passed the threshold, described in the Material and methods section) was 167 274, 46 638 and 46 418 for the Illumina TruSeq, ONT cDNA and ONT Direct RNA platforms, respectively. Overall, 7317 significant DEUs were detected in 3599 genes (figure 4*b*; electronic supplementary material, table S3), with 148 DEUs being detected in more than one platform and only 16 DEUs being detected in all three sequencing platforms. Most of the DEUs were detected only by the Illumina TruSeq dataset (7152, 97.8%). Furthermore, half of the DEUs detected by ONT were not detected by TruSeq (165 out of 329). Analysis of DEUs that passed the filtering criteria (50 counts in a least one sample) in all platforms, reveals a smaller proportion of DEUs detected only by TruSeq (figure 4*c*; 621, 88%). The reasons for the variation between the platforms are differences in the specific exon coverage as well as the expression of other exons in the gene.

Of all DEUs detected, 2889 exons contained coding sequence (CDS) regions (electronic supplementary material, table S3); 1933 were in ‘intron’ exons (exhibiting an alternative donor/acceptor site within an intron, intron retention or exon skipping, and named herein as an intron), 2022 were in 5′ UTRs and 470 were in 3′ UTRs. Interestingly, an analysis of the proportions of DEUs by exon category and platform indicated a decrease in detecting DEUs in 3′ and 5' UTRs in TruSeq relative to their percentage in all exons (figure 4*d*, decrease for DEUs detected only by TruSeq from 95.8% to 92.7%). This was in agreement with the read coverage proportions shown in figure 2*d* and the decrease in coverage of TruSeq reads towards the 3′ end of genes shown in figure 2*e*.

Exploring the DEU length distributions per sequencing platform, revealed a significant difference between the TruSeq and the ONT platforms (figure 4*e*). For instance, the expressed exons' median lengths were 190, 115 and 78 bases for TruSeq, ONT cDNA and Direct, respectively. This difference may be attributed to both the differences in read length and the assumptions underlying the mapping algorithms (i.e. STAR and minimap2).

To evaluate the relation between DEUs and DEGs, and their direction of regulation, we calculated the proportions of the DEUs to DEGs, categorized by the differential gene expression analysis information: same statistically significant trend (‘same’, both upregulated or downregulated); opposite trend, (opposite); or significantly unchanged (unchanged) (figure 4*f*). We detected that among the three platforms, at most, only 14% of DEUs showed the same statistically significant trend as in the gene-level analysis. Thus, exon-based analysis reveals many transcriptomic changes not apparent at the gene-level analysis.

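At the gene level, 5 of the 23 genes in which the paper tested DEUs by qRT-PCR or RT-PCR were DEGs in the TruSeq data. Wbp1 was higher in Day4, with a log2 fold change of 2.53 (standard error 0.06, adjusted p = 4.7e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Enah, Acot7, Usp7 and Ash2l were lower, with log2 fold changes of -1.79, -1.64, -1.46 and -1.18. The other 18 genes were not DEGs, and the same 5 and 18 were obtained with the adjustment over the 23 genes alone. Of all 23 genes, 19 had an adjusted p-value of at most 0.05, so that most of those not called as DEGs differed between the states by less than the minimum fold change. Rpl31 (log2 fold change 0.05, adjusted p = 0.31 from edgeR), Tmsb10 (0.04, adjusted p = 0.49 from edgeR), Egfl7 (-0.09, adjusted p = 0.17 from edgeR) and Zmynd8 (-0.10, adjusted p = 0.061 from edgeR) had adjusted p-values above 0.05, and the ranges of the states overlapped for Rpl31 and Tmsb10. Egfl7, Gemin7, Pcolce, Rpl31 and Serf2 overlap other counted genes in the annotation, which makes their counts uncertain where the strand was not used. The exon-level counts were not analysed here.

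**Figure D4:**
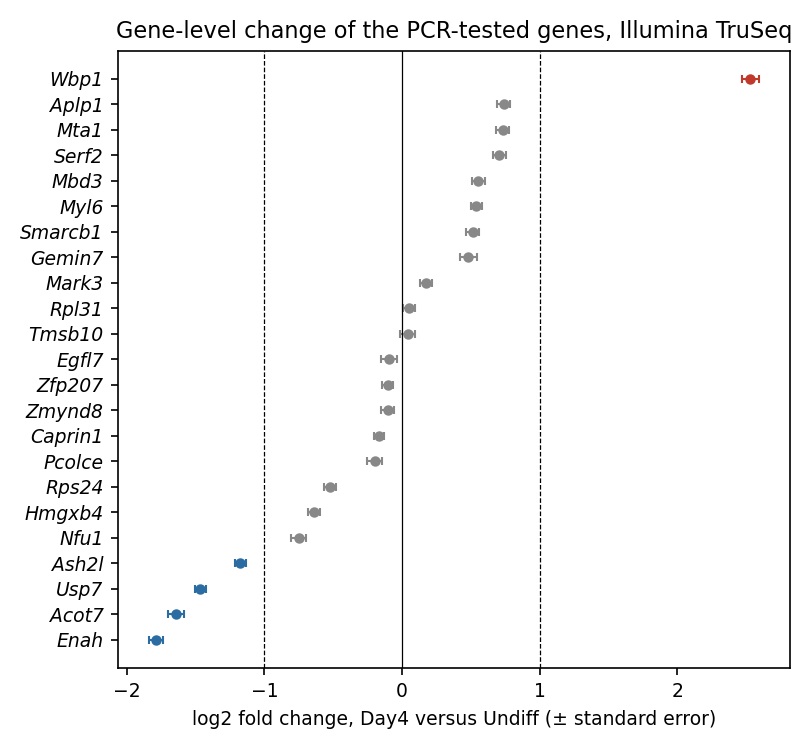
Log2 fold change of Day4 versus Undiff at the gene level (points, with the standard error) for the 23 genes with PCR-tested DEUs, in the TruSeq libraries. Dashed lines mark the minimum absolute log2 fold change of 1. Wbp1 (2.53) lies above 1, and Enah, Acot7, Usp7 and Ash2l lie below -1.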

Some of the genes with DEUs were already reported to exhibit DS events during mouse embryonic development. For example, Dnmt3b (DEUs found by ONT Direct RNA and Illumina TruSeq), Clk1 (DEUs identified by Illumina TruSeq and ONT cDNA) and Ctage5 (identified only by TruSeq) were found to exhibit DS in the transitional stage (from E8.0 to E9.0) [46]. Some of the genes detected only by Illumina TruSeq to have DEUs were previously reported, e.g. transcriptional initiation of a short Stra6 isoform was found in mouse ESCs in response to RA [47] and novel alternative splicing variants of Klf4 were first identified in mouse ESCs [48]. Smarcb1 was found to undergo DS in ESCs when compared with Embryoid bodies (Ebs) [49] and in our analysis in ONT Direct RNA and ONT cDNA (and was PCR validated, see next section).

### 2.7. Selection and validation of DEUs by qRT-PCR and RT-PCR

Initially, we explored the correlation between the calculated DEXSeq exon expression-fold changes (Day4 versus Undiff) in the three platforms, and their observed qRT-PCR-fold change values. Towards this aim, qRT-PCR was performed on 26 DEUs from 19 different genes (Acot7, Aplp1, Ash2 l, Caprin1, Egfl7, Gemin7, Hmgxb4, Mbd3, Mta1, Myl6, Nfu1, Pcolce, Rpl31, Rps24,Tmsb10, Serf2, Usp7, Wbp1, Zmynd8, see electronic supplementary material, table S3), and 15 constitutive exons (i.e. exons which did not exhibit differential usage) from the same genes (electronic supplementary material, tables S4 and S5A). The selected DEUs were calculated to be significant by either one (seven exons) or more of the platforms: 14 by ONT cDNA, 13 by ONT Direct RNA and 18 by Illumina TruSeq. Some of the DEUs (13 exons) were in the coding sequence and protein motifs (four exons), thus presumably affecting the protein function (electronic supplementary material, table S3), and some were in ‘introns’ (14 exons). The observed qRT-PCR-fold change values were highly correlated (Spearman correlation coefficient of at least 0.92) to their calculated DEXSeq-fold changes (figure 5*a*). To validate the DEUs, we selected more than one exon per gene, either a DEU or a constitutive exon or at least two DEUs (excluding the genes Serf2 and Tmsb10; see Material and methods). The experimental qRT-PCR mean expression values of DEUs from 11 genes along with their calculated DEXSeq values demonstrated that these DEUs significantly changed between the differentiation days, while the additional exon from the same gene showed an opposite trend or an insignificant change (figures 5*b*, 6*c* and 7*c*). For instance, the gene Hmgxb4 had a significantly high expression of the DEU named Hmgxb4_TruSeq_74998835 (detected as a significant DEUs in TruSeq) in the qRT-PCR Undiff samples, whereas the additional DEU named Hmgxb4_direct_75016222 (detected as a significant DEU in TruSeq and Direct) had a significantly high expression in qRT-PCR Day4 samples (figure 5*b*). In five additional genes, both the DEU and the constitutive exon were upregulated in the same differentiation state but not to the same extent, as evident by their log2 fold-change of Day4 versus Undiff by both DEXSeq and qRT-PCR (electronic supplementary material, figure S6 and table S4). We present also the gene Rps24, in which the exon expression values were in the trend expected, yet in order to better validate the DEU, a different constitutive exon should have been selected (electronic supplementary material, figure S6 and table S4, not considered as validated).

**Figure 5.**
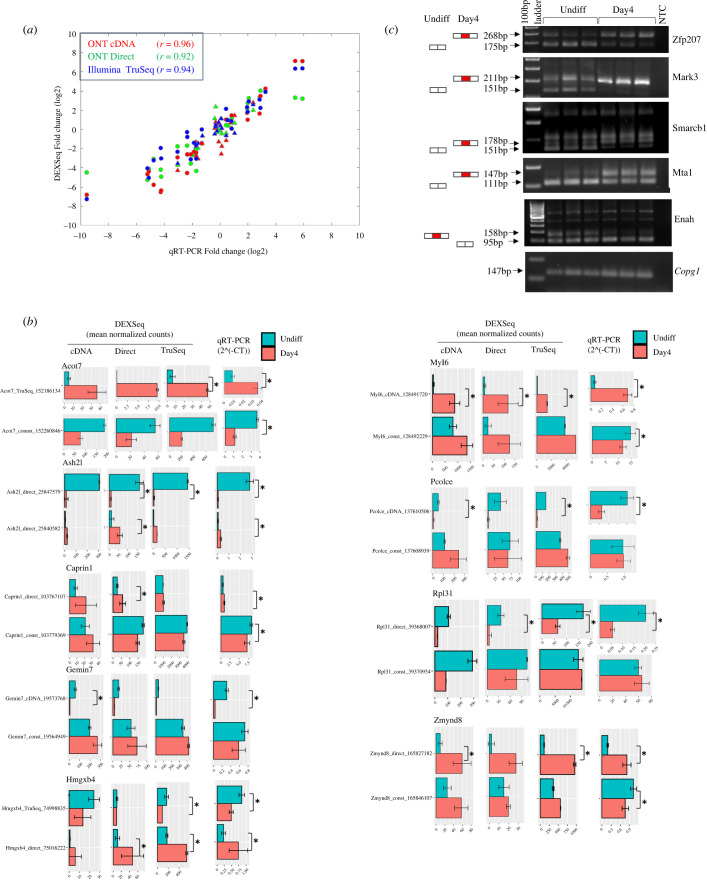
Validation of selected exons. (*a*) Scatter plot of the fold change expression ratio (Day4 versus Undiff samples) of 42 selected exons, as quantified by either qRT-PCR or DEXSeq analysis of each platform. Values represent log2 fold-change expression between the mean Day4 values and the mean Undiff values (for qRT-PCR, (2^(-ΔCт); for DEXSeq, normalized exon counts). Constitutive exons are depicted in triangles, whereas DEUs are in circles. Spearman correlation coefficients between qRT-PCR and DEXSeq log2 fold-change values are denoted. (*b*) Validation by qRT-PCR for nine genes with DEU events. Computed DEXSeq mean normalized counts (with error bars) are shown for each validated exon in each platform, along with its mean qRT-PCR 2^(-ΔCт) values (five replicates for each day, depicted by error bars). More than one exon is shown per gene, both a DEU and a constitutive exon, or two DEUs. Asterisk depicts significant changes in qRT-PCR (adjusted *p*-value = less than 0.05) between the differentiation days, or a significant DEU by DEXSeq analysis. (*c*) Validation by RT-PCR for five genes with DEU events, shown in triplicates per differentiation day. The expected products with their sizes are shown in the left panel, the alternative intronic exons are depicted in red and constitutive exons in white, arranged according to the predicted differentiation state expression preference. NTC is a negative control, Copg1 is the loading control gene.

**Figure 6.**
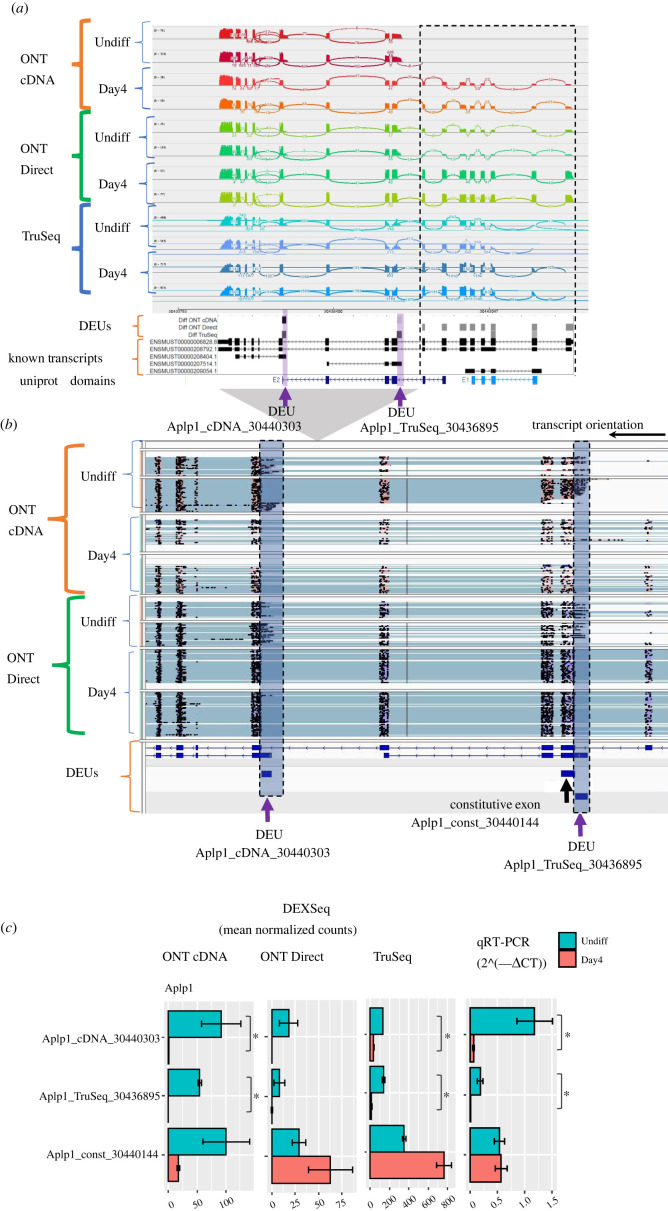
DEU analysis for the amyloid precursor-like protein 1 (Aplp1) gene. (*a*) Sashimi plot visualization of read coverage and splice junctions along the entire Aplp1 gene. Bottom tracks show DEU and known transcripts (GENCODE). In the DEU track, the greyscale is indicative of fold change (Day4 versus Undiff). The area in the rectangle marks the gene 5′-end, containing many DEUs. Purple arrows denote the DEUs selected for validation. (*b*) Visualization of ONT reads spanning the 3′-end of the Aplp1 gene. Purple arrows denote the exons selected for validation. (*c*) Validation of Aplp1 DEUs by qRT-PCR. DEXSeq exon counts as explained in figure 5.

**Figure 7.**
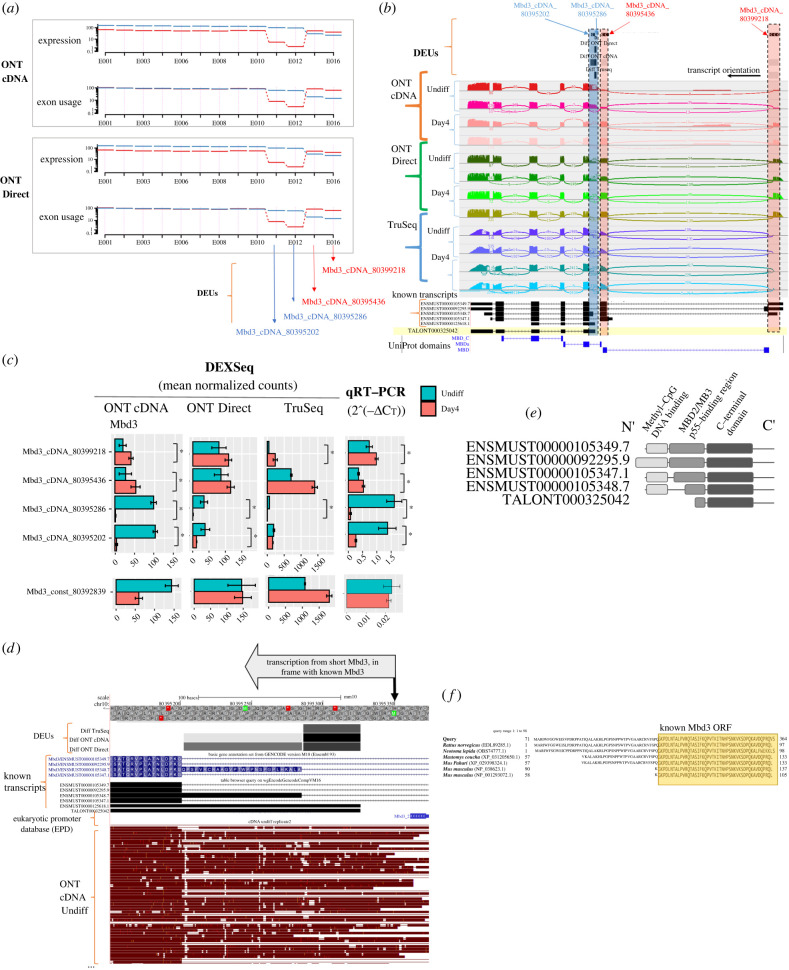
DEU analysis for the methyl-CpG binding domain protein 3 (Mbd3) gene. (*a*) Visualization of exon usage and estimated expression of Mbd3 gene exons from DEXSeq analysis results, for Day4 (red) and Undiff (blue) samples, sequenced by ONT cDNA and Direct RNA platforms. The arrows denote the DEUs selected for validation. (*b*) Sashimi plot visualization of read coverage and splice junctions along the Mbd3 gene. Top track: Predicted DEUs. Bottom track: known Mbd3 transcript models, and a novel transcript predicted by the TALON pipeline. (*c*) Validation of Mbd3 DEUs by qRT-PCR, as explained in figure 5. (*d*) Top tracks show the alternative promoter and DEUs. Subsets of ONT cDNA Undiff reads starting approximately at the alternative transcription start site (TSS), which may encode for an ORF starting at the depicted methionine (see top arrow pointing downwards). In the DEU track, the greyscale is indicative of fold change (Day4 versus Undiff). A plot of all ONT cDNA reads is shown in electronic supplementary material, figure S8. (*e*) Schematic domain architecture of the protein products of either known or predicted TALON transcripts. Pfam domains from left to right: Methyl-CpG binding domain (PF01429), MBD2/MB3_p55 binding domain (PF16564) and C-terminal domain of methyl-CpG binding protein 2 and 3 (PF14048). (*f*) Multiple sequence alignment of the protein sequence encoded by the alternative Mbd3 TSS, starting at the above depicted methionine (*d*), with orthologue protein sequences.

As a second validation approach, we performed RT-PCR to confirm DEU events of alternative splicing in ‘intronic’ coding exons within the genes: Enah detected by TruSeq and Zfp207, Mark3, Smarcb1 and Mta1, detected by ONT Direct (one DEU was detected also by TruSeq and two others also by ONT cDNA). RT-PCR was performed using primer pairs designed to target the immediately flanking constitutive exons, and detected the two expected amplified product sizes, in accordance to the differentiation day (figure 5*c*; electronic supplementary material, table S5B). The presence of additional bands can be explained by additional isoforms or non-specific amplification. To summarize, we validated DEUs from 20 genes by qRT-PCR and RT-PCR, predicted by DEXSeq analysis in one or more of the sequencing platforms.

### 2.8. Exploring DEUs in the Aplp1 gene

An example of a gene that exhibited DEUs was the amyloid-like protein 1 (Aplp1) gene, belongs to a family of proteins involved in neuronal development and in dementia [50]. This gene was also identified as a DEG only by ONT cDNA. 

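In the TruSeq libraries, Aplp1 (chromosome 7, 30434982 to 30445535 of GRCm38, minus strand) had 3210 ± 7.52 normalized counts in Undiff and 5355 ± 254 in Day4 (SD, n = 2 each). The log2 fold change of 0.74 (standard error 0.05, adjusted p = 7.6e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was beyond the replicate error and under the minimum of 1, so that Aplp1 was not a DEG. It was between 0.69 and 0.76 with each library left out in turn.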

Overall, we identified 12 DEUs within this gene, many of them are in the 5′ end of the gene and were identified mostly by ONT Direct in a region of the gene that contains the ‘E1’ domain (figure 6*a*; electronic supplementary material, table S3). The Aplp1 gene harbours transcripts (for example: ENSMUST00000207514.1 and ENSMUST00000208404.1) that might not encode a protein, and have alternative transcription start sites (TSS). Some of the ONT reads start at these TSS, in addition, we identified two DEUs (Aplp1_cDNA_30436895 and Aplp1_cDNA_30440303; figure 6) that overlap these alternative TSS and were significantly upregulated in the Undiff state, as detected by the TruSeq and ONT cDNA platforms. These DEUs were validated by qRT-PCR and their expression was demonstrated to be significantly different between Undiff and Day4, as expected (figure 6*c*; electronic supplementary material, table S4).

In an attempt to decipher differentially expressed transcript models containing and starting at the two validated DEUs, we explored the StringTie2 assembled and quantified transcripts (electronic supplementary material, figure S4B). The analysis revealed two short transcripts that were highly expressed in the Undiff state within the ONT cDNA datasets. Similarly, TALON assembled two short transcripts with a TSS similar to ENSMUST00000208404.1, starting with the DEU Aplp1_cDNA_30440303, which were more abundant in Undiff. Yet, no evidence was found for a transcript starting at the DEU Aplp1_cDNA_30436895 (data not shown).

### 2.9. Exploring DEUs in the Mbd3 gene

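Mbd3 (chromosome 10, 80392539 to 80399550 of GRCm38, minus strand) had 4375 ± 56.1 normalized counts in the Undiff and 6427 ± 267 in the Day4 TruSeq libraries (SD, n = 2 each), a log2 fold change of 0.55 (standard error 0.05, adjusted p = 9.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise of 1.47-fold was larger than the spread between replicates and did not reach the minimum fold change of 2. Leaving out each library in turn gave log2 fold changes between 0.51 and 0.57.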

Gene-level analysis did not identify the Mbd3 (methyl-CpG binding domain protein 3) gene as a DEG between Undiff and Day4 samples, yet exon-based analysis identified DEUs within this gene. Mbd3 is an essential pluripotency gene, and is a key component of the NuRD chromatin remodelling complex [51,52]. Four Mbd3 gene DEUs were detected by either one or more platforms (figure 7; electronic supplementary material, figure S7). In GENCODE, these are three exons, however, in the analysis, one exon was split into two since there were transcripts in which this exon was only partially overlapping. Two of the exons were upregulated in Undiff (Mbd3_cDNA_80395202 and Mbd3_cDNA_80395286 are in fact part of the same exon), and two were upregulated in Day4 samples (Mbd3_cDNA_80395436 and Mbd3_cDNA_80399218; figure 7*a*,*b*). These exons, along with a constitutive exon were selected for validation by qRT-PCR (figure 7*c*), and their expression was demonstrated to be significantly different between Undiff and Day4, as expected.

ONT reads revealed an annotated transcript start of a short Mbd3 isoform, presumably upstream to the DEUs upregulated in Undiff (Mbd3_cDNA_80395202 and Mbd3_cDNA_80395286) (figure 7*d*; electronic supplementary material, figure S8). Spliced isoforms for Mbd3 are reported in the sequence databases, and result in different protein products (figure 7*e*). Specifically, the *N*-terminal methyl-CpG binding and MBD2/MB3_p55 binding domains are shorter in the known transcripts (i.e. ENSMUST00000105347.1; figure 7*e*), or entirely missing in ENSMUST00000125618.1 (annotated as non-coding, therefore not shown in figure 7*e*). Yet, the above annotated isoforms initiate downstream to our ONT reads (figure 7*d*). The ONT reads initiate proximal to a reported alternative promoter (located at chr10:80 395 362–80 395 421; EPDnew UCSC track in figure 7*d*), that suggests the presence of an additional mechanism for transcriptional regulation. A second indication for the above TSS is that its 5׳ exon encodes an ORF in frame with the Mbd3 gene, extending by 49 amino acids an internal exon encoding the MBD2/MB3_p55 binding domain (sequence detailed in electronic supplementary material, file S1). Part of this ORF (28 amino acids) overlaps an exon in ENSMUST00000105348.7. An alignment generated by TBLASTX with the 5′ end of our predicted shorter transcript, showed that the 49 amino acids were conserved in other species, such as *Rattus norvegicus* (GenBank: EDL89285.1) (figure 7*f*).

Even though this isoform does not exist in the public sequence repositories, experimental support for the functionality of this alternative transcript was reported by Ee *et al*. [53]. They demonstrated mouse ESCs expression of an Mbd3 isoform (Mbd3C) bearing a unique 50-amino-acid N-terminal region that is necessary for interaction with the histone H3 binding protein WDR5. This interaction creates a unique NuRD complex variant that specifically functions in ESCs.

We further explored the presence of the novel short Mbd3 and its differential upregulation in the Undiff state, within our transcript assembly datasets. No Mbd3 novel transcript was detected in the StringTie2 assembly. Furthermore, transcript expression plots for the Mbd3 gene did not reveal a coherent transcript expression pattern between the replicates or between the platforms (using StringTie2 FPKM quantification; electronic supplementary material, figure S4C). Therefore, StringTie2 did not support transcript models explaining the validated DEUs. By contrast, in TALON-assembled transcripts predicting for the Mbd3, we identified five known isoforms and seven novel transcripts with at least five supporting reads (electronic supplementary material, figure S9). One of the detected novel transcripts (TALONT000325042), initiated downstream to the alternative TSS described above, was 10-fold more abundant in Undiff in both ONT platforms (figure 7*b*,*d*,*e*; electronic supplementary material, table S6).

## 3. Discussion

This work aimed to detect transcriptome changes in the gene, transcript and exon levels using three sequencing platforms, namely Illumina short reads, ONT cDNA and ONT Direct long reads, towards the discovery of DS events in mouse ESCs undergoing differentiation.

At the gene level, the differentiation state was the dominant cause for variations in gene expression values. While there was a high overlap in the DEGs detected by the sequencing platforms and all DEG lists were enriched for ESC pluripotency pathways, the Illumina technology had an advantage in detecting more DEGs due to the higher number of reads and thus higher transcriptome coverage.

In contrast to the gene level, in the isoform-based analysis the agreement in expression levels between platforms decreased, comparing transcripts assembled and quantified (using TALON and StringTie2) across the platforms resulted in a weak or non-detectable correlation. Given the high number of expected transcripts assembled (greater than threefold than the number of genes), it is likely that the low ONT read yield imposes a limitation to accurately quantify transcripts. Thus, despite the premise of long reads in constructing transcripts, their low throughput and low sequence accuracy demonstrate that generating accurate transcriptomes from imperfect RNA reads is still a challenge [22,31]. Moreover, it is hard to distinguish whether reads with premature starts and ends indicate native internal transcription start or end sites, or technical issues such as fragmented reads or blocked pores. This phenomenon inflates the number of reconstructed transcripts. Nevertheless, they can also be genuine alternative TSSs, as we demonstrated for the Mbd3 gene that are upregulated in the Undiff state, and encode a shorter Mbd3 protein that lacks the *N*-terminal methyl-CpG DNA binding domain.

We have shown that each of the technologies presents various sequence biases, which is a consequence of differences in reads length, number of reads, error rates, biased coverage along the gene body and the ability to accurately detect exon junctions. These biases can explain the low reproducibility of reconstructed transcripts quantification. A recent hybrid approach uses both short and long reads to improve the final reconstructed transcripts set [27]. However, sequencing biases that we observed (i.e. decreased coverage of the short reads at the transcript UTRs) still need to be addressed in the hybrid approach. In addition, the short reads cannot aid in identifying true internal transcription start or end sites. Ongoing advances in computational algorithms increase the accuracy of sequence and isoforms detection, such as isONcorrect method described by Sahlin *et al.* [21], and is applicable to cDNA long-read sequencing. Furthermore, technology advancements have improved ONT cDNA sequencing accuracy by implementing rolling circle amplification to concatemeric consensus (R2C2) method [43,54,55] and by ONT latest chemistry (kit 12 chemistry) and R10.4 pores, which enables 99.3% raw read accuracy. Yet, all the above-described advancements are not applicable to Direct ONT sequencing.

The exon-based strategy enabled the detection of numerous statistically significant DEUs, by both short and long sequencing platforms. Interestingly, most of DEUs were detected uniquely by one of the platforms: the long reads exhibited an advantage in detecting DEUs at the UTRs, whereas short reads had an advantage in detecting an order of magnitude more DEUs than with the ONT platforms. The fact that most of the DEUs were not found in genes detected as DEGs, suggests that numerous DS events occur during ESC differentiation, and could not be detected at the gene-level analysis. Only a fraction of DEUs were detected by all platforms (16 out of 7317), still, DEUs from 20 genes (detected by one or more platforms) were validated by qRT-PCR and RT-PCR, including DEUs that are protein coding and alternatively spliced introns in key genes of the ESCs differentiation process (Mbd3 and Aplp1), or in chromatin modification (Ash2 l, Mbd3, Mta1, Smarcb1, Usp7) as well as others. Taken together, we suggest the exon-based approach as a promising strategy for deciphering DS events, furthermore, we highlight that the sequencing platforms reveal complementary information. In summary, this work provides an extensive repository of short and long reads, along with gene and exon-based analyses, profiling the transcriptomic changes upon RA-induced mouse ESC differentiation, which can be used as a resource for discovering functional diversity.

## 4. Conclusion

In this study, we explored three sequencing platforms, namely Illumina short reads, ONT cDNA and ONT Direct long reads, and found that at the gene-level expression, Illumina short reads identified more changes due to its higher sequencing yield, yet the three platforms discovered similar transcriptomic profiles. In an attempt to discover DS during mouse ESC differentiation, quantification of reconstructed transcripts was found to be irreproducible. Thus, even with the use of long reads, precise transcript structure reconstruction and transcript quantification remain challenging, due to the low read yield and accuracy. We hereby demonstrated that exon-based strategy can bridge this challenge and detect statistically significant DEU, by both short and long sequencing platforms, and that the three sequencing platforms complement one another. In addition, we provide an important analysed resource of transcriptome changes occurring during stem cell differentiation.

## 5. Material and methods

### 5.1. Cells and RNA extraction

R1 mouse embryonic stem (mES) cells were maintained in mES growth medium (DMEM, fetal bovine serum, L-glutamine, non-essential amino acids, penicillin/streptomycin, ß-mercaptoethanol and leukaemia inhibitory factor), and named herein as sample Undiff. Embryoid bodies were generated from R1 single-cell suspensions (35 000 cells ml^−1^) in mES growth medium without Leukaemia inhibitory factor in low adherence dishes and grown for 4 days. Thereafter, they were treated for 4 days with 2 µM RA (Sigma R2625), and termed sample Day4. The experiment was conducted in two biological replicates from distinct samples that were grown and treated separately. RNA was extracted using the RNeasy Mini Kit (Qiagen), and its quality was assessed using TapeStation (Agilent). Poly(A) RNA was isolated from the total RNA using the Dynabeads mRNA DIRECT kit (ThermoFisher Scientific) according to the manufacture's protocol.

### 5.2. Illumina library preparation and sequencing

A total of 1 µg RNA was processed using the Illumina TruSeq RNA Sample Preparation Kit v. 2 protocol. Libraries were evaluated by Qubit and TapeStation. Sequencing libraries were constructed with barcodes to allow multiplexing. Between 39 and 59 million paired-end reads were sequenced (2 × 101 bases) per sample (table 1), on Illumina HiSeq Rapid 2500 instrument using protocols RTA (1.17.21.3) and HCS (2.0.12.0).

### 5.3. ONT library preparation and sequencing

For cDNA-PCR library preparation, a total of 50 ng poly(A) RNA was used as input. Libraries were prepared according to manufacturer's protocols using the cDNA-PCR Sequencing Kit (SQK-PCS108, ONT, Oxford, UK; one dimension—meaning that the template and the complement strands are sequenced as individual strands). Input of 500 ng poly(A) RNA was used for the Direct RNA library preparation kit (SQK-RNA002, ONT, Oxford, UK). Both types of libraries were sequenced using the ONT MinION 106D R9 version flow cells. MinKNOW software (v. 3.1.8, ONT) was used to run each flow cell for 48 h.

### 5.4. Quantitative real-time reverse transcription polymerase chain reaction

Complementary DNA was synthesized from 500 ng total RNA using the PrimeScript RT Reagent Kit (TAKARA) according to the manufacturer's instructions, with both oligo-dT primers and random hexamers. qRT-PCR primers were designed for DEUs and constitutive exons (for the genes Serf2 and Tmsb10, only one DEU was designed and no constitutive exon was selected) using either primer3 (https://bioinfo.ut.ee/primer3-0.4.0/) or Blast-Primer (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) and are listed in electronic supplementary material, table S5A. qRT-PCR analyses were performed with SYBR Green (Applied Biosystems, Foster City, CA, USA) on five replicates per exon and differentiation day. Signals (cT) were normalized to genes and exons that were found to have high and similar expression levels in all platforms and differentiation days (Pum2, Sec24d, Copg1). 

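In the TruSeq libraries, Pum2 (chromosome 12, 8674134 to 8752581 of GRCm38, plus strand) had 11359 ± 28.3 normalized counts in Undiff and 11005 ± 314 in Day4, Sec24d (chromosome 3, 123267455 to 123365641, plus strand) had 2517 ± 92.7 and 2448 ± 82.5, and Copg1 (chromosome 6, 87887814 to 87913595, plus strand) had 8749 ± 49.3 and 8652 ± 41.7 (SD, n = 2 each). Their mean CPM over the libraries were 299, 66.3 and 232. The log2 fold changes were -0.05 (standard error 0.04, adjusted p = 0.31) for Pum2, -0.04 (standard error 0.05, adjusted p = 0.48) for Sec24d and -0.02 (standard error 0.04, adjusted p = 0.72) for Copg1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of these adjusted p-values was at most 0.05. Both Day4 libraries lay below both Undiff libraries for Pum2 and Copg1, and the ranges overlapped for Sec24d. The values depend on the scaling, which shifts all genes together. They were 0.02, 0.03 and 0.05 with library totals in place of TMM, and -0.08, -0.08 and -0.05 with DESeq2's size factors.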

To compare between Day4 and Undiff, we performed a *t*-test on 2^(-ΔCт) of Day4 versus Undiff, and *p*-values were corrected with a Benjamini–Hochberg adjustment. Fold-changes were calculated between mean Day4 values 2^(-ΔCт) and mean Undiff values.

### 5.5. Reverse transcription polymerase chain reaction

RT-PCR primers were designed from constitutive exons that flank DEUs classified as introns and yield an amplified product less than 500 bp (primers are listed in electronic supplementary material, table S5B). The Copg1 gene was used as a loading control. cDNA was prepared as described above, and PCR was done using the primers and KAPA Hifi HotStart ReadyMix (Roche; Cape Town, South Africa). The cycling acquisition programme used was: initial denaturation at 98°C for 2 min, followed by 35 cycles of denaturation temperature at 98°C for 20 s, annealing at 64°C for 30 s and elongation at 72°C for 30 s; and a final elongation step at 72°C for 1 min. RT-PCR products, assayed in triplicates per differentiation state, were resolved using 2% SeaKem LE (Lonza, Rockland, ME, USA) agarose gel.

### 5.6. Genome browsers

The UCSC genome browser [56] (https://genome.ucsc.edu/s/bareket/mm10%2DES%2Dtranscriptome%2Danalysis) and IGV v. 2.9.4 [57] were used to visualize the reads and the assembled transcripts on selected genomic regions. Searching for protein sequence similarities with novel Mbd3 transcript start was performed by running TBLASTX against the nucleotide database (nt) at NCBI (https://blast.ncbi.nlm.nih.gov/).

### 5.7. Bioinformatics analysis of Illumina sequences

Raw reads were analysed using the UTAP transcriptome analysis pipeline [58]. Initially, reads were trimmed using cutadapt v. 1.15 [59] to remove TruSeq adaptors, with the parameters: -times 2 -q 20 -m 25. Reads were mapped to the *Mus musculus* genome (mm10, GENCODE annotation) using STAR (v. 2.4.2a) [60], with the following parameters: -alignEndsType EndToEnd, -outFilterMismatchNoverLmax 0.05 and -twopassMode Basic.

### 5.8. Bioinformatics analysis of ONT sequences

Direct RNA reads were acquired using the MinION software from Oxford Nanopore Technologies (ONT), and base-called using either ONT albacore (MinKNOW v. 2.3.1 and 2.3.3) or Guppy software v. 2.1.3 (electronic supplementary material, table S1). Raw reads were converted from fast5 to fastq format and processed to base calls using Poreplex v. 0.3.1 and 0.4.1 (https://github.com/hyeshik/poreplex), trimmed to remove any 3′ adapter sequences, and filtered to remove chimeras (unsplit reads fused of two or more RNAs), with the parameters -trim-adapter -basecall -filter-chimera.

ONT cDNA raw reads from the ‘skip’ folder were base-called using Guppy (–flowcell FLO-MIN106 –kit SQK-PCS108). These reads were merged with reads from the pass folders, and processed using porechop (v. 0.2.3) to remove adaptors.

The pre-processed reads were aligned to the *Mus musculus* genome (mm10, UCSC) using minimap2 (v. 2.10) adjusted for long-read spliced alignment (-x splice, -secondary = no, -MD). SAM alignment files were sorted, and converted to indexed BAM files. For DEXSeq analysis, the resulting primary aligned reads were marked with ‘NH:i:1’ tags using the UNIX awk command. The per cent of reads multiple aligned was below 2.4%.

### 5.9. Gene-level analysis

Reads on genes were counted using htseq-count [61] with mm10 annotation (downloaded from iGenomes UCSC), and considering the strandedness of the samples (Direct RNA samples were run as strand-specific; -s yes).

Spearman correlation coefficient analysis was performed on the raw counts using the cor function in the R stat package [62], and heatmaps were created using the gplots package (heatmap.2). PCA analysis was performed on log-normalized values, computed with DESeq2 (rlog function, blind = TRUE) [63] using the R prcomp package.

Differential gene expression analysis was performed separately on the count matrix for each of the platforms, using the UTAP pipeline [58]. Specifically, normalization of the counts and differential expression analysis were performed using DESeq2 (v. 1.16.1) with the parameters: betaPrior=True, cooksCutoff = FALSE, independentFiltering = FALSE. The following criteria were used to select DEG: adjusted *p*-value ≤ 0.05, |log2FoldChange| ≥ 1 and baseMean ≥ 5.

Enrichment analysis of canonical pathways of the three DEG lists along with their log-fold change values (Day4 versus Undiff) was performed using Ingenuity Pathway Analysis (Qiagen, 2021, https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/). The DEG lists enrichment results were compared using the ‘comparison’ feature in IPA, using both human and mouse, in order to benefit from the rich pathway knowledge of both organisms.

### 5.10. Comparison of sequence quality control features

Various sequence quality control features were extracted from the aligned reads (separate BAM file for each sample and platform) using the RSeQC tool v. 2.6.4 [64] and NanoPlot v. 1.14.1 [65]. The features extracted were GC content per read (read_GC.py), read distribution over genome regions (read_distribution.py), junction novelty (junction_annotation.py), junction saturation (junction_saturation.py), genebody coverage (genome_coverage.py) and RPKM saturation (rpkm_saturation.py, ONT Direct RNA was run with –d ‘++,–’). The read coverage analysis on gene body was done by scaling all transcripts to 100 bases and calculating the proportions of reads covering each nucleotide position. Statistical significance was calculated for specific gene body percentile coverage (10%, 90%) using ANOVA. The RSeQC output files per sample were merged using R and Excel to a single plot, and in some of the plots, the replicate values were averaged before plotting. GC content of the transcriptome was calculated using bedtools nuc on all transcripts [66]. Alignment error rates were calculated using AlignQC v. 2.0.5, read bases aligned were counted using samtools v. 1.12 (stats, selecting ‘bases mapped (cigar)’) [67].

### 5.11. Exon-count-based analysis

The GENCODE annotation gtf file vM15 was processed by running the python script dexseq_prepare_annotation.py (option -r no). The exons were quantified with dexseq_count.py using options:’ -r pos -s no’, except for ONT Direct RNA that ran with the option ‘-s reverse’, and ‘-p yes’ for Illumina TruSeq. Spearman correlation coefficient analysis of the raw counts of all exons (merged using DESeq2 DESeqDataSetFromHTSeqCount) was as described above for the gene-level analysis.

DEUs between Undiff and Day4 (or the day attribute) samples was detected using R 3.5.1 and DEXSeq R package (v. 1.26.0) [45], run separately for each platform. Initial filtering was performed to keep exons that have 50 counts in a least one sample, and at least 10 reads in ‘other exons’ in all samples. Differentially used exons were found using the DEXSeq function testForDEU using the full model (fullModel = sample + exon + day:exon), and a reduced model (reducedModel = ∼ sample + exon). Analysis of exons that are differentially expressed between the sequencing platforms for a certain differentiation state (either Undiff or Day4), was performed by including the platform category in the model (instead of the day). Criteria for selecting differentially expressed exons were adjusted *p*-value ≤ 0.05 and an absolute |log2FoldChange| ≥ 1, and a minimal exon length of 18 bases. For validation we also included an exon from the gene Wbp1, ENSMUSG00000030035.14:E016, that had an adjused *p*-value of 0.09. Annotation of the DEUs (between Undiff and Day4) into 5′ UTR, 3′ UTR, CDS or intron (meaning alternatively spliced intron) categories was done by running bedtools intersect (parameters -s -u) using a BED file of the DEUs and exon category-derived GTF files. These GTF files were derived using the R package GenomicFeatures [68] and GENCODE (vM15) annotation. The outputs were intersected with the original GENCODE GTF to add the gene_id using bedtools [66] (parameters: intersect -s -wa -f 1.0). Annotation of protein domains was done by intersection with UCSC table unipDomain (release 2020_06).

### 5.12. Quantifying and characterizing isoform-level expression of genes with TALON

The TALON package [22] was applied to identify and quantify isoforms in ONT samples (cDNA and Direct RNA). The alignments, pooled from both replicates, were pre-processed with talon_label_reads to remove artefacts of internal priming with A-rich sequences (20 bp window). The TALON database was initialized from the GENCODE (vM15) annotation with talon_initialize_database module (parameters: –l 0 –5p 500 –3p 300). The TALON module was applied for transcript annotation (parameters: –cov 0.9 –identity 0.8), keeping transcript models with greater than 5 reads in at least one of the pooled replicates. Overall, each pool identified less than 48.3 K distinct transcripts that were merged to a total of 97 904 distinct transcript models (merged GTF) (electronic supplementary material, figure S3A). A Spearman correlation was calculated between the transcript abundances (quantified using talon_abundance function) for the pooled replicates. In addition, the pooled transcripts (merged GTF) were quantified for each sample (using the aligned reads), including the Illumina TruSeq genome-aligned sequences using StringTie2 (see details below for parameters). The FPKM values from the t_data.ctab file outputs were used to calculate Spearman correlation coefficients.

### 5.13. Transcript assembly and quantification with StringTie2

StringTie2 [23] v. 2.1.4 was used to run guided assembly with the GENCODE (vM15) annotation (parameter -G -B) from the aligned reads. The parameter (-L) was implemented for the ONT reads and the parameter (–rf) for the ONT Direct RNA reads. The transcripts were then merged to one gtf file (–merge) and estimates of transcript abundance were done by running StringTie2 with the addition of the parameter (-e). Overall, 147 769 distinct transcript models were identified. Spearman correlations were calculated on the transcripts FPKM counts. Expression plots were prepared with the R package ballgown v. 2.22.0 [69] function plotTranscripts using FPKM measures.

### 5.14. Protein domain analysis

Protein domains in Mbd3 isoforms were inferred by DoChaP [70] and Pfam database searches [71].

## Data Availability

Custom tracks are available on the UCSC browser using the session: https://genome.ucsc.edu/s/bareket/mm10%2DES%2Dtranscriptome%2Danalysis. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE156371. The data are provided in electronic supplementary material [72].

How the deposited data were processed for this re-analysis (not part of the article)

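RNA of mouse R1 ESCs in the Undiff and Day4 states was sequenced by the authors on short-read and long-read platforms, and the Illumina TruSeq libraries were analysed here, 2 of Undiff and 2 of Day4. The ONT cDNA and ONT Direct RNA libraries, the exon-level counts, the assembled transcripts and the PCR measurements were not analysed here. The condition and replicate of each library were taken from the sample labels and the methods of the paper. Where the labels and the paper gave different doses of RA, the dose of the paper was used. The methods of the paper describe Undiff as maintained ESCs, and its results section and the labels describe it as embryoid bodies. The labels name a library kit that the paper does not. Neither affects the assignment of a library to a state. According to the methods, Undiff and Day4 differ in culture without leukaemia inhibitory factor as well as in RA, and a Day4 sample without RA was not analysed here. The labels and the text of the paper name no sequencing batch that separates the 4 libraries.

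The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR, and counted the uniquely aligned fragments on each gene with htseq-count and an mm10 annotation. The deposited values are counts of fragments per gene symbol, as whole numbers without normalization, with summary lines for fragments assigned to no gene or assigned to more than 1 gene. The methods say that the strandedness of the samples was considered in the counting and name the ONT Direct RNA samples as strand-specific, without naming the option used for counting TruSeq fragments on genes. For counting on exons, they state that the strand was not used for TruSeq. Fragments that align to more than 1 place were left out by the authors, so that genes with near-identical copies are counted low. Overlapping genes on opposite strands are uncertain where the counting did not use the strand.

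The 4 libraries held between 32099074 and 47730944 counts on genes. A gene at 3 counts or fewer was treated as being at the floor, and a fold change against a state whose libraries were all at the floor was computed against the floor and given as a lower bound. Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, for all genes with a count in any library, with Benjamini-Hochberg adjustment over these 19891 genes. A DEG had an adjusted p-value of at most 0.05, an absolute log2 fold change of at least 1 and a mean normalized count of at least 5, which are the thresholds of the paper. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. For large fold changes with few counts in a state this value is too small. Normalized counts are counts scaled to the geometric mean of the effective library sizes. The authors used DESeq2 for their DEGs, and DESeq2 1.42.0 with their settings was run as an alternative. The fixed thinning of the counts drew each count from a binomial distribution with the seed 20 and those after it.

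The test was checked on simulated counts, drawn from the real gene means and library sizes, in which 200 genes were changed by a log2 fold change of 2 or 3 in either direction. The dispersion of the simulated counts was the trend that edgeR fitted to the 4 libraries, without variation of single genes around it. The check is therefore easier than the real data. Of the 19507 simulated genes with a count, edgeR recovered 189 of the 200 changed genes and called 1 unchanged gene. The median error in the log2 fold change was 0.06. DESeq2 recovered 180 without shrinkage and 105 with the shrinkage of the authors' settings, under which the log2 fold changes of the few changed genes were pulled towards 0. In the 4 libraries themselves, where many genes changed, the 2 DESeq2 settings gave the same number of DEGs.

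The rule for named genes took those that the paper names for a gene-level result and the normalizers of its qRT-PCR. It took the genes tested by PCR as a count, with those that passed the thresholds. Among DEGs with a mean of at least 10 CPM, it took the 5 highest and 5 lowest log2 fold changes of the fit. Where a state is at the floor, this order is not one of measured size. Marker lists and the genes of figure 3e are given as counts, with single genes where they go against their list. Further genes are named outside this rule. Among them are PCR-tested genes that were not DEGs, genes of the fibroblast list and genes chosen after their values were seen. Gene positions are those of GENCODE vM21 on GRCm38, the assembly that mm10 stands for, matched by gene symbol. The annotation differs from the one the authors counted on, and only positions, types and lengths were taken from it. The replicate numbers are shared between the states. According to the methods the replicates are distinct samples that were grown and treated separately, and a fit with the replicate number as a block was run as an alternative.

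The alternatives were DESeq2 with and without shrinkage, DESeq2's size factors or the library totals in place of TMM, a filter on low counts (filterByExpr), a replicate block, all libraries thinned to the smallest total, no minimum count, a test against a fold change of 2 (glmTreat), no minimum fold change, the legacy fit of edgeR, and leaving out each library in turn. The designs, the alternatives and the rule for named genes were fixed before the data were examined. Without a library, a state is left with a single sample, and only fold changes are given. The Ingenuity pathway analysis was not repeated.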

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

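The tests in this part were chosen after the results were seen. Among the 218 groups of at least 10 genes that share the letters of their symbol, with a mean normalized count of at least 5, 3 had at least 80% of their members called higher in Day4 than in the Undiff libraries, which are the control state, and the paper does not discuss them. Of all genes with such a mean count, 26.8% were called higher. In the Hox group, taken over the 4 clusters and with the antisense genes Hoxa11os and Hoxb5os, 36 of 38 members were higher in Day4. The exceptions were Hoxc13, which was lower (log2 fold change -1.50, adjusted p = 0.0027 from edgeR), and Hoxd13, which was not called (0.13, adjusted p = 0.67 from edgeR). In the Pcdhb group of protocadherin genes, 21 of 21 members were higher. In the Pcdh group, 9 of 11 members were higher, and Pcdh1 (-0.16, adjusted p = 0.059 from edgeR) and Pcdh8 (0.25, adjusted p = 0.52 from edgeR) were not called. In Undiff, 14 members of the Hox group, 11 of the Pcdhb group and 1 of the Pcdh group had at most 3 counts in either library, so that no median of the fold changes is given.

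Several technical explanations were tested for the 66 members called higher. With DESeq2's size factors or with library totals in place of TMM, all 66 were called higher in each case, and with all libraries thinned to the smallest total 66 were. With DESeq2's test, 8 of the 11 members of the Pcdh group were called in place of 9, which is under the 80% required of a group. The numbers in the other 2 groups were the same. GC content and transcript length, known for all 66, explained 3.42% of the variance of the log2 fold change over 15867 genes, and after a correction for them 65 of the 66 members kept a log2 fold change of at least 1. The scalings and this correction move the log2 fold changes little next to the rise of most members, so that these counts show only that such effects are small here. Members of a family can share reads. Of the 67 members with a sequence among the 70 in the 3 groups, 43 shared under 5% of their words of 50 bases with other genes, and 93.0% of these were called higher. RNA of other cells in the Day4 libraries was weighed with a list of 10 fibroblast genes, since fibroblasts are used as feeder cells for ESCs. In the methods, the embryoid bodies were generated in low-adherence dishes. Of the 10 fibroblast genes, 5 were higher in Day4, and 6 were with library totals in place of TMM. The 5 were Col3a1 (log2 fold change 9.14), Postn (5.48), Col1a2 (4.38), Col1a1 (2.96) and Acta2 (2.55). Thy1 (log2 fold change -3.80), Fn1 (-2.26) and S100a4 (-4.03) were lower. Lox (0.97) and Tagln (0.09, adjusted p = 0.40 from edgeR) were not called. The low-adherence dishes go against added fibroblast RNA in Day4 as the source of the rise of the 3 groups. The median log2 fold change of the fibroblast list was 1.76. This lay at percentile 99.86 of random lists of the same size matched on mean expression. The list as a whole was thus shifted upwards, although 3 of its genes were lower. It does not decide the question. Fibroblast RNA in Day4 cannot be told apart from a rise of the same genes in differentiating cells. A rise of these families with differentiation in RA remains a hypothesis, and the effects of RA and of culture without leukaemia inhibitory factor cannot be separated in these libraries.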

How the results depend on the processing

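The number of DEGs was 8521, and it lay between 7483 (test against a fold change of 2) and 9256 (no minimum count) under 10 of the 11 alternatives that were tested. The DEGs higher in Day4 made up between 50.3% and 54.1% of the calls under these alternatives, and under no alternative was a DEG called in the opposite direction. Without a minimum fold change, the numbers rose to 14309 DEGs, 7305 higher and 7004 lower, and 19 of the 23 PCR-tested genes were called in place of 5. All other alternatives with a test called 5. The rise comes from the threshold, since 5788 genes had an adjusted p-value of at most 0.05 and an absolute log2 fold change under 1. The 48 genes of figure 3e called in the direction of the figure numbered 48 with DESeq2 as well.

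With the replicate number as a block, there were 8515 DEGs (replicate block), of which 8484 were among the 8521. The deviations of Undiff replicate 1 and Day4 replicate 1 from the means of their states had a correlation of -0.00735 over 16472 genes, and same-numbered cultures were separate.

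The log2 fold changes of the 21 named genes kept their direction and their side of the thresholds in 144 of 147 values over the 7 alternatives with a test. The exceptions were the qRT-PCR normalizers with library totals in place of TMM, where the log2 fold change was 0.0213 for Pum2, 0.0260 for Sec24d and 0.0507 for Copg1, opposite in sign to the values with TMM and not past the thresholds. Library totals shift the log2 fold changes of all genes upwards, from a median of 0.03 to 0.10 over genes with a mean count of at least 5, and these 3 genes lie so close to 0 that the shift turns their sign. Over the 4 fits that each left out one library, without a test, 11 of 84 values moved by more than the replicate spread. The genes with an absolute log2 fold change of at least 1 and a mean count of at least 5, without a test, numbered 8639, and from 8519 to 8615 across these 4 fits.

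The Spearman correlation coefficients depended on which genes entered. Over genes with a count in at least 1 library they were 0.9941 between the Undiff replicates, 0.9941 between the Day4 replicates and 0.871 between the states. Over genes with a mean count of at least 5 they were 0.9978, 0.9985 and 0.816. With all libraries thinned to the smallest total, those between replicates were 0.9893 in Undiff and 0.9878 in Day4, and the mean between the states moved by less than the spread over pairs. The share of PC1 was 99.8% over the 500 genes with the largest variance and 96.7% on log2 CPM, and from 98.96% to 99.33% across the fits that each left out one library. The cause was not tested for these coefficients and shares. The numbers of genes with more than 1 read stayed within 1.5-fold of those given under the 3 alternatives. The depth limits fold changes against a state with 3 counts or fewer to lower bounds.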

Differences from the paper's values

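The paper states 8168 DEGs for TruSeq, against 8521 here and 8114 with DESeq2 and the paper's settings. Its text gives a mean of 36.9 M reads on genes, against 37.9 M over the 4 libraries, whose totals equal those in its table 1. These differences were within the limit of 1.5-fold used here, which is wide for such values. In figure 3e, Tert is coloured as lower in Day4 in the TruSeq data. Here its log2 fold change was -0.89, with an adjusted p-value of 1.3e-07 from edgeR's quasi-likelihood test, and it was not a DEG. Its log2 fold change lay between -0.93 and -0.82 under the 7 alternatives with a test set before the data were examined that changed the fit, DESeq2 with the paper's settings among them, and Tert was not called in any of these. It is called where no minimum fold change is required.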

Other observations

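The tests of the fragments assigned to no gene were chosen only after the results were seen, and the tests of the Hox clusters, of the library type and of the number of reads were set before the data were examined. The values of the Hox test under the alternatives were added after seeing the data.

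The Hox genes lie in 4 clusters and are numbered along them. If the rise in Day4 were larger towards the end with the low numbers, the log2 fold change would fall with the number. Over the 36 Hox genes without the antisense genes and with a mean normalized count of at least 5, Spearman's rho across genes was -0.49 (permutation test with 100000 resamples, one-sided p = 0.0014, two-sided p = 0.0026). It lay between -0.54 and -0.48 under the 7 alternatives with a test. The order was not even along the clusters. The median log2 fold change was 4.25 for the genes with the number 1, 9.32 for the numbers 2 to 6 and 6.49 for the numbers 7 to 13. The median expression in Day4 was 6.67 CPM for the 3 genes with the number 1, 60.1 CPM for the 15 genes with the numbers 2 to 6, and 9.41 CPM for the 18 genes with the numbers 7 to 13. The rise thus fell with the number over the genes as a whole. Among these 3 groups its median was smallest at the number 1, against the prediction. The lowest values of single genes were those of Hoxc13 (-1.50) and Hoxd13 (0.13), at the high end, whereas Hoxa13 (8.29) and Hoxb13 (5.38) rose. A rise that depends on the position in the cluster remains a hypothesis. In Undiff, 14 of the 38 members of the Hox group were at the floor, so that the ranks of their fold changes are uncertain. Genes are not independent replicates, and fold changes of genes with few counts in Undiff depend on their depth.

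The labels name a kit that selects poly(A) RNA and a kit that depletes ribosomal RNA. Libraries of ribosome-depleted total RNA would hold many fragments of RNA without a poly(A) tail. The 68 histone genes and 6 further genes of such RNA took at most 0.00516% of the counts in a library, below the 1% that was set as the mark of ribosome-depleted libraries. This indicates that the counted libraries were not made from ribosome-depleted total RNA, as far as these genes show. No biological explanation was tested.

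Fewer DEGs were found by the paper in the ONT data, which it puts down to fewer reads and fewer aligned bases. At the ONT totals, the thinned TruSeq counts still gave 2.57 times the paper's number of DEGs for ONT cDNA and 2.23 times that for ONT Direct RNA. With DESeq2 and the settings of the paper the ratios were 2.17 and 1.58. The number of reads on genes lowered the number of DEGs in the direction the paper describes, and within these tests it does not account for the whole gap. Thinning keeps the variation between the TruSeq replicates, and the variation of the ONT replicates was not analysed here.

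Of the fragments, 12.7% ± 0.819 (SD, n = 2) were assigned to no gene in Undiff and 7.62% ± 0.175 in Day4, a difference of 5.05 percentage points (exact permutation test, two-sided p = 0.333, the smallest that 2 libraries against 2 allow). If DNA spread evenly over the genome made up the excess, the coding bases of 1438 olfactory and vomeronasal receptor genes, which were taken as silent, would hold 28.8 more fragments per M fragments in Undiff. The excess found was 2.26 per M fragments, 0.0782 of that amount, which goes against DNA as its source. If fragments of unspliced RNA made up the excess, small RNA genes that lie in introns would have more counts in Undiff relative to the gene around them. For 33 of 35 such host genes, or 94.3%, this ratio was higher in Undiff, with a median log2 change of -1.90 from Undiff to Day4. Most of the small RNA genes tested were Snora or Snord genes, which fell in Day4 as groups. A change of the small RNAs themselves gives the same result, so this test cannot tell it from unspliced RNA. Unspliced RNA remains a candidate explanation. Transcripts outside the annotation were not tested, and the pattern cannot be told apart from them.

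In 3 groups of genes, at least 80% of the members with a mean normalized count of at least 5 were lower in Day4, against 24.9% of all genes with such a mean. All 11 Platr and all 24 Snora genes were lower, and 43 of 47 Snord genes were. With the 7 alternatives that have a test, the numbers stayed at 11 and 24, and between 39 and 44 Snord genes were called lower. In Day4, 4 Platr, 2 Snora and 9 Snord genes had at most 3 counts in either library. No explanation was tested for these groups as such. The test of small RNA genes in introns cannot tell a fall of Snora and Snord RNAs from less unspliced RNA in Day4.

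Lists of marker genes were set before the data were examined. Of 18 pluripotency genes, 17 were lower in Day4 and Tbx3 was higher (log2 fold change 1.31). Of 13 genes that respond to RA, 12 were higher and Stra8 was not called (-0.16, adjusted p = 0.56 from edgeR). Of 12 endoderm genes, 10 were higher, Lama1 was lower (-2.34) and Lamb1 was not called. Of 16 neural genes, 7 were higher and 5 were lower, and under the 7 alternatives with a test 6 or 7 were higher and 4 or 5 were lower. The lower ones were Sox1 (-1.003), Pax6 (-2.11), Tubb3 (-3.82), Elavl3 (-5.74) and Neurod1 (-6.46). The median of the 14 neural genes with a mean normalized count of at least 5 lay at percentile 65.1 of 10000 random lists of the same size matched on mean expression. For the mesoderm list, with 4 of 12 genes higher and 4 lower, the percentile was 49.1, and with all libraries thinned to the smallest total 5 were higher. Of 11 genes of the 2-cell-like state with a count, 8 were lower and 3 were not called. These 8 were Zscan4a, Zscan4b, Zscan4c, Zscan4d, Zscan4f, Usp17lc, Usp17le and Tcstv3, with at most 94 counts in a library. Members of 1 family are not independent genes, and near-identical copies are counted low. The counts for the pluripotency, RA, endoderm and 2-cell-like lists were the same under the 7 alternatives with a test, and those for all lists were the same with the adjustment over each list alone. No explanation was tested for these lists.

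The following genes were chosen after their values were seen. H19 and Igf2, neighbours on chromosome 7, rose from 4023 ± 41.2 and 1015 ± 27.8 to 175447 ± 5209 and 166180 ± 10348 normalized counts (SD, n = 2 each), log2 fold changes of 5.45 and 7.35. On chromosome 12, Dlk1 rose (6.36), whereas its neighbours Meg3 (-0.89), Rian (-0.84) and Mirg (-1.46) went down. Of the falls, the 1 of Mirg passed the thresholds. The directions and calls were the same under the 7 alternatives with a test. All but Dlk1 overlap small RNA or antisense genes in the annotation. No explanation was tested for these genes.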
